# The secreted protease Adamts18 links hormone action to activation of the mammary stem cell niche

**DOI:** 10.1038/s41467-020-15357-y

**Published:** 2020-03-26

**Authors:** Dalya Ataca, Patrick Aouad, Céline Constantin, Csaba Laszlo, Manfred Beleut, Marie Shamseddin, Renuga Devi Rajaram, Rachel Jeitziner, Timothy J. Mead, Marian Caikovski, Philipp Bucher, Giovanna Ambrosini, Suneel S. Apte, Cathrin Brisken

**Keywords:** Development, Endocrine cancer

## Abstract

Estrogens and progesterone control breast development and carcinogenesis via their cognate receptors expressed in a subset of luminal cells in the mammary epithelium. How they control the extracellular matrix, important to breast physiology and tumorigenesis, remains unclear. Here we report that both hormones induce the secreted protease Adamts18 in myoepithelial cells by controlling *Wnt4* expression with consequent paracrine canonical Wnt signaling activation. *Adamts18* is required for stem cell activation, has multiple binding partners in the basement membrane and interacts genetically with the basal membrane-specific proteoglycan, *Col18a1*, pointing to the basement membrane as part of the stem cell niche. In vitro, ADAMTS18 cleaves fibronectin; in vivo, *Adamts18* deletion causes increased collagen deposition during puberty, which results in impaired Hippo signaling and reduced *Fgfr2* expression both of which control stem cell function. Thus, Adamts18 links luminal hormone receptor signaling to basement membrane remodeling and stem cell activation.

## Abstract (web summary)

How hormonal signaling in the mammary epithelium controls the surrounding extracellular matrix is unclear. Here, the authors show that a secreted protease, Adamts18, induced by upstream estrogen-progesterone activated Wnt4 in myoepithelial cells, remodels the basement membrane and contributes to mammary epithelial stemness.

## Introduction

The breast is the only organ to develop mostly after birth. Milk ducts arborize from the nipple and grow into a specialized subcutaneous stroma called the mammary fat pad in mice. The ductal wall comprises a bi-layered epithelium with the inner luminal cells and outer myoepithelial cells. The epithelium is separated from the stroma by specialized extracellular matrix (ECM), the basement membrane (BM). The ovarian hormones, estrogens and progesterone, are key drivers of mammary gland development and also influence breast carcinogenesis^1^. Both estrogen receptor α (ER) and progesterone receptor (PR) are members of the nuclear receptor family and are readily detected by immunohistochemistry (IHC) in a subset of luminal cells^1^. Activation of hormone receptor signaling in cells with high hormone receptor expression, termed sensor cells^2^, triggers the expression of paracrine factors such as amphiregulin and Rankl, which are required for mammary epithelial cell proliferation^3,4^ as well as Wnt4 and Cxcl12, which activate stem/progenitor cells^5,6^. Mammary stem and progenitor cells have been identified and characterized based on cell surface markers and functional assays^7^. However, the precise cellular and biochemical components of the stem cell niche and its endocrine regulation remain poorly defined.

Evidence has been provided that mammary ECM can reprogram non-mammary cells to form mammary glands^8,9^, suggesting that it contains critical cues for epithelial development. Hedgehog signaling acts via Gli2 downstream of growth hormone receptor signaling in fibroblasts to trigger changes in paracrine signaling and ECM proteins that affect stem cell function^10^. This suggests that stromal fibroblasts are part of the niche under direct endocrine control by growth hormone. Stromal changes accompany different morphogenic processes induced by epithelial hormone signaling and are a hallmark of breast carcinogenesis. Indeed, high radiographic density, which reflects an increase in fibrillar collagen content in the breast stroma, is the single most important risk factor for breast cancer and correlates with progesterone exposure^11,12^. How ECM and stroma are controlled by the major endocrine drivers of breast development and carcinogenesis, epithelial ER and PR signaling, remains elusive.

ADAMTS18 is an orphan member of the A Disintegrin-like And Metalloproteinase domain with ThromboSpondin type 1 Motifs (ADAMTS) family of secreted Zn-dependent metalloproteinases^13^ that comprises 19 members^14,15^. Like other zinc metalloproteinases, ADAMTS catalytic activity depends on zinc ion binding within the active site; unique to ADAMTSs is an ancillary domain containing thrombospondin type 1 repeats^16^. ADAMTS proteases are synthesized as precursors with an N-terminal pro-peptide, which is excised by pro-protein convertases such as furin^14^. Some ADAMTSs process ECM components such as fibrillar collagens, while others are implicated in turnover of the chondroitin sulfate proteoglycans aggrecan and versican^14^, and ADAMTS13 uniquely cleaves von-Willebrand factor to maturity^17^. We have previously reported that *Adamts18* is required for eye, lung and female reproductive tract and kidney development in the mouse^18^. It is highly homologous to Adamts16, which has a role in renal development and fertility^19,20^ and can cleave fibronectin^21^. Here, we show that Adamts18 provides a mechanistic link between epithelial steroid hormone receptor signaling and changes in the ECM, in particular the BM, that regulate mammary epithelial stemness.

## Results

### *Adamts18* expression is driven by the *PR/Wnt4* axis

To elucidate the mechanisms, by which PR signaling in luminal mammary epithelial cells may elicit ECM changes, we sought genes induced in vivo by progesterone treatment^22,23^ that fulfilled two criteria: (1) They encoded secretory proteins and (2) They showed delayed induction by progesterone as expected of any indirect PR target which is expressed by myoepithelial cells and can hence directly interact with the BM. *Adamts18* induction was detected at 16 hours (h) and 78 h but not at 4 h^22^ and at 24 h but not 8 h following progesterone stimulation^23^. RT-PCR analysis of fluorescence activated cell sorting (FACS)-sorted cells from adult mammary glands showed a 7-fold enrichment of *Adamts18* mRNA in myoepithelial (Lin^−^ CD24^+^ CD49f^+^) over luminal (Lin^−^ CD24^+^ CD49f^−^) cells (Fig. 1a), in line with recent single cell RNA sequencing data^24,25^, confirming expression in myoepithelial cells.

**Fig. 1:**
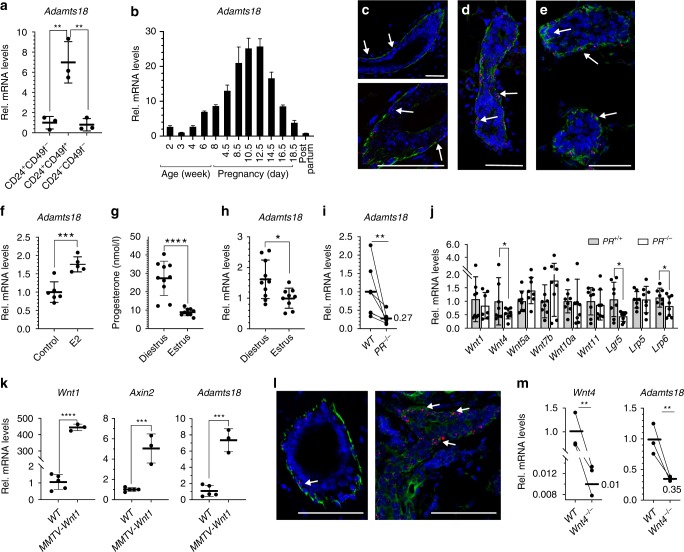
*Adamts18* expression in the mouse mammary gland. **a** Dot plot showing *Adamts18* mRNA expression normalized to *Hprt* in FACS-sorted CD24+ CD49f− (luminal), CD24+ CD49f+ (myoepithelial) and CD24− CD49f− (stromal) cells. Data represent mean ± SD from *n* = 3 independent experiments. Student *t*-test, two-tailed. **b** Bar plot showing *Adamts18* mRNA levels normalized to *Hprt* in mammary glands at different developmental stages. Each bar represents pool of 3 mice, mean ± SD for technical replicates. **c**–**e** Representative micrographs showing *Adamts18* mRNA localization in mouse mammary gland during puberty (**c**), adulthood (**d**) and pregnancy day 12.5 (**e**). Red dots represent *Adamts18* in situ hybridization signal, green: α-Sma, blue: DAPI, arrows show myoepithelial cells; scale bar, 50 μm. **f** Relative *Adamts18* transcript levels normalized to *Krt5* in mammary glands from 6 control and 5 E2-treated mice. Data represent mean ± SD, unpaired Student *t*-test, two-tailed. **g** Dot plot showing plasma progesterone levels determined by LC/MS during diestrus (*n* = 10) or estrus (*n* = 9). Data represent mean ± SD, Student *t*-test, two-tailed. **h** Dot plot showing *Adamts18* mRNA levels normalized to *Krt5* in mammary glands from mice shown in **g**. Data represent mean ± SD, Student *t*-test, two-tailed. **i** Dot plot showing *Adamts18* mRNA normalized to *Hprt* in 6 contralateral mammary glands transplanted with *WT.EGFP*^*+*^ or *PR*^*−/*^^*−*^*.EGFP*^*+*^ epithelium. **j** Bar graph showing relative transcript expression of different Wnt signaling components normalized to *Hprt* in contralateral glands of 8 mice transplanted with *WT.EGFP*^*+*^ and *PR*^*−/*^^*−*^*.EGFP*^*+*^ epithelia. Each data point represents one gland, mean ± SD, paired Student *t*-test, two-tailed. **k** Dot plots showing relative transcript levels of *Wnt1*, *Axin2* and *Adamts18* normalized to *Hprt* in mammary glands from 5 *WT* and 3 *MMTV-Wnt1* virgin mice. Data represent mean ± SD, Student *t*-test, two-tailed. **l** Representative micrographs of *Adamts18* mRNA localization, (red) dots, in mammary glands from 3 *WT* and 3 *MMTV-Wnt1* females, α-Sma (green) and DAPI (blue); arrows show myoepithelial cells. Scale bar, 50 μm. **m** Dot plots showing mRNA levels of *Wnt4* and *Adamts18* normalized to *Hprt* in contralateral glands of 3 mice transplanted with *WT.EGFP*^*+*^ and *Wnt4*^*−/*^^*−*^*.EGFP*^*+*^ epithelia harvested at 8.5-day of pregnancy. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

Analysis of *Adamts18* transcript levels at different stages of mammary gland development revealed low prepubertal expression that increased 2.7, 7- and 8.6-fold in 4-, 6- and 8-week-old females, respectively; expression rose further during pregnancy with a peak at mid-pregnancy day10.5/12.5 (Fig. 1b). RNAscope in situ hybridization for *Adamts18* transcripts combined with immunofluorescence (IF) for the myoepithelial marker α-smooth muscle actin (Sma) confirmed myoepithelium-specific expression of *Adamts18* in pubertal and adult mammary ducts (Fig. 1c, d). The increased *Adamts18* expression during pregnancy was not attributable to generalized but rather to myoepithelium-specific upregulation of expression (Fig. 1e). Thus, *Adamts18* expression in the mammary epithelium is developmentally regulated, and its mRNA is enriched in myoepithelial cells, making it an attractive candidate to mediate ECM changes downstream of epithelial hormone action.

Next, we tested whether endocrine factors contribute to developmental *Adamts18* expression. First, we mimicked pubertal estrogen stimulation by injecting ovariectomized 21-day-old mice with 17-β-estradiol. Within 18 h of injection, *Adamts18* transcript levels in extracts from total mammary glands increased 1.76-fold (Fig. 1f). Second, we asked whether changes in progesterone levels as they occur during estrous cycles affect *Adamts18* transcript levels and obtained mammary gland extracts from mice in estrus and diestrus. Progesterone plasma levels determined by liquid chromatography-mass spectrometry were on average 2.8-fold higher in diestrus than in estrus (Fig. 1g); *Adamts18* transcript levels in the mammary glands were 1.6-fold higher in diestrous over estrous (Fig. 1h). Thus, physiological *Adamts18* expression correlates with plasma progesterone levels, suggesting that it is progesterone-responsive. The subtle increases in transcript levels are consistent with myoepithelial cells representing a minor fraction of the mammary cell types and hence of the total RNA in the whole tissue extracts we analyzed.

To determine whether epithelium-intrinsic PR signaling is required for *Adamts18* mRNA expression, mammary epithelia from *WT.EGFP*^*+*^ and *PR*^*−/*^^*−*^*.EGFP*^*+*^ mice were grafted to contralateral fat pads of *WT* recipients surgically cleared of the endogenous epithelium and allowed to grow out for six weeks. At sacrifice, reconstitution was validated by fluorescence stereomicroscopy of the engrafted glands. *Adamts18* transcript levels in the mammary glands successfully reconstituted with *PR*^*−/*^^*−*^ epithelium were on average 27% of those in the contralateral controls (Fig. 1i). Thus, epithelial *PR* expression is required for *Adamts18* mRNA expression.

*Wnt4* is a plausible candidate to induce *Adamts18* expression in myoepithelial cells because it is a PR target^26^ transcribed exclusively in PR+ luminal cells^6^ and activates canonical Wnt signaling in the myoepithelial cells^6^, which express *Adamts18*. We analyzed expression of various Wnt signaling components expressed in the mammary epithelium by RT-PCR in contralateral glands engrafted with *WT.EGFP*^*+*^ and *PR*^*−/*^^*−*^*.EGFP*^*+*^ mammary epithelia. Among the Wnt genes, only *Wnt4* transcript levels were significantly lower in the mutant grafts, furthermore the transcript levels of the stem cell marker *Lgr5* and the Wnt co-receptor *Lpr6* were decreased (Fig. 1j). Consistent with canonical Wnt signaling activation downstream of PR/Wnt4 controlling *Adamts18* expression, TCF4 binding sites were reported in the *Adamts18* promoter by ChIP-seq analysis^27^. To assess whether canonical Wnt signaling controls *Adamts18* expression in vivo, we analyzed *Adamts18* expression in mammary glands with hyperactive canonical Wnt signaling in the myoepithelium^6^ due to the presence of an *MMTV-Wnt1* transgene^28^. Ectopic *Wnt1* expression was readily detected in transgenic glands and expression of the canonical Wnt signaling target, *Axin2*, was increased 5-fold over the non-transgenic control while *Adamts18* mRNA levels were increased 7-fold (Fig. 1k). RNAscope for *Adamts18* transcripts combined with IF for Sma showed the increased expression specifically in myoepithelial cells (Fig. 1l).

To test whether *Wnt4* was furthermore required for *Adamts18* expression, we engrafted contralateral cleared fat pads with *WT.EGFP*^*+*^ and *Wnt4*^*−/*^^*−*^*.EGFP*^*+*^ mammary epithelia and harvested the transplanted glands on day 8.5 of pregnancy when *Wnt4*-dependent canonical Wnt signaling activity peaks^6^. Levels of *Wnt4* expression in the mutant grafts were 1% of *WT* levels and *Adamts18* expression was reduced to 35% of *WT* levels (Fig. 1m). Thus, increased canonical Wnt signaling induces *Adamts18* expression and both *PR* and *Wnt4* are required for *Adamts18* mRNA expression. This indicates that myoepithelial *Adamts18* expression is downstream of the luminal PR/Wnt4 axis.

Potentially, our conclusion could be confounded by lineage differentiation and cell specification defects resulting from *PR* and *Wnt4* deletions. In light of the finding that both *PR*^*−/*^^*−*^ and *Wnt4*^*−/*^^*−*^ epithelial cells can differentiate into milk secreting alveolar cells^29,30^, major cell specification defects are improbable. Nevertheless, we examined the possibility of a lineage differentiation defect by determining the ratio of luminal and myoepithelial cells in the two mutants. FACS analysis of lineage-depleted *WT* and *PR*^*−/*^^*−*^ mammary cells showed no significant difference in the two cell lineages (Supplementary Fig. 1a). As the *Wnt4*^*−/*^^*−*^ mice die on embryonic day 13, we resorted to transplanting *WT.EGFP*^*+*^ and *Wnt4*^*−/*^^*−*^*.EGFP*^*+*^ mammary epithelia derived for embryonic mammary buds^6^ to contralateral fat pads and quantified the percentage of Sma+ epithelial cells by IF. The percentage of myoepithelial cells was decreased from 34% in the *WT* to 26% in the *Wnt4*^*−/*^^*−*^ epithelium (Supplementary Fig. 1b). To gain more insights into the lineage deregulation, we went on to compare FACS-sorted GFP+ luminal and myoepithelial cells from conditionally *Wnt4*-deleted (*MMTV::Cre*^*+*^*.Wnt4*^*fl/fl*^*.mT/mG*) and control (*MMTV::Cre*^*+*^*.Wnt4*^*wt/wt*^*.mT/mG*) epithelia by Affymetrix microarray analysis. The number of genes differentially expressed between the two genotypes was almost twice as high in the myoepithelial than in the luminal cell populations (Supplementary Fig. 1c–e). Hence, despite a lineage defect, there are major gene expression changes in the myoepithelium. Gene set enrichment analysis (GSEA) of the differentially expressed genes revealed that signatures reflecting the activity of the canonical Wnt signaling target, *Myc*, and the expression of its target genes were decreased in the *Wnt4*^*−/*^^*−*^ myoepithelial but not luminal cells (Supplementary Fig. 1f). Together these findings are consistent with the model that Wnt4 secreted by luminal cells activates canonical Wnt signaling in the myoepithelial cells^6^. *Wnt4* was the most significantly down-modulated gene in the luminal compartment (Supplementary Fig. 1d). While expression of *Cytokeratin 5 (Krt5)* a gene typically enriched in myoepithelial cells, was increased in the *Wnt4*^*−/*^^*−*^ luminal cells no cell type-related gene signatures were identified (Supplementary Fig. 1d). In the myoepithelial cell population, the secreted Wnt signaling inhibitor, *Wif1*, was the most significantly down-modulated gene suggesting the existence of a negative feedback loop in intraepithelial homeostasis (Supplementary Fig. 1e). The stem and progenitor cell markers, *Sox9* and *Lgr5*, were decreased (Supplementary Fig. 1e). *Adamts18* was also among the down modulated genes but failed to reach statistical significance (Supplementary Fig. 1e). GSEA revealed furthermore a decreased stem cell signature and an increase in Tgf-β targets in the *Wnt4*^*−/−*^ myoepithelial cells (Supplementary Fig. 1g). Reactome pathway analysis revealed a protein interactome centered around cell-cell junction and cell junction organization as well as cell-cell communication (Supplementary Fig. 1h). Taken together, while the deletion of *Wnt4* results in a stem cell defect with some consequent cell lineage defect, the gene is expressed in the luminal compartment and its deletion affects transcription mostly in the myoepithelial compartment where *Adamts18* is expressed.

### Mammary gland development in *Adamts18*^*−/*^^*−*^ mice

To assess the functional importance of *Adamts18* in mammary gland development, we generated mice homozygous for an allele lacking exons 8 and 9, which encode the Zn-binding catalytic site^31^ and analyzed their inguinal mammary glands at critical developmental stages by whole mount stereomicroscopy. In prepubertal, 14-day-old *WT* and *Adamts18*^*−/−*^ littermates, the ductal system was rudimentary and of similar size in both genotypes (Fig. 2a). Consistently, extent of fat pad filling (Fig. 2b) and the number of branching points were comparable in prepubertal, 14-day-old, *WT* and *Adamts18*^*−/*^^*−*^ littermates (Fig. 2c). In pubertal, 4–6-week-old, *WT* females, milk ducts grew by characteristic dichotomous branching, extended beyond the subiliac lymph node, and had enlarged tips, terminal end buds (TEBs) characteristic of this stage (Fig. 2d). In the *Adamts18*^*−/*^^*−*^ littermates, ducts barely reached the lymph node (Fig. 2d). The extent of fat pad filling was reduced by 50% (Fig. 2e), the number of branching points by 60% (Fig. 2f) and the number of TEBs by 40% compared to the *WT* counterparts (Fig. 2g). In adult, 14-week-old, females, the milk ducts reached the edges of fat pads in both genotypes. In *WT* females, ductal complexity was increased through side branching whereas ducts of the *Adamts18*^*−/*^^*−*^ littermates were simple (Fig. 2h) and the number of branching points was 58% of *WT* (Fig. 2i). Thus, *Adamts18* is required for ductal development both during puberty and adulthood.

**Fig. 2:**
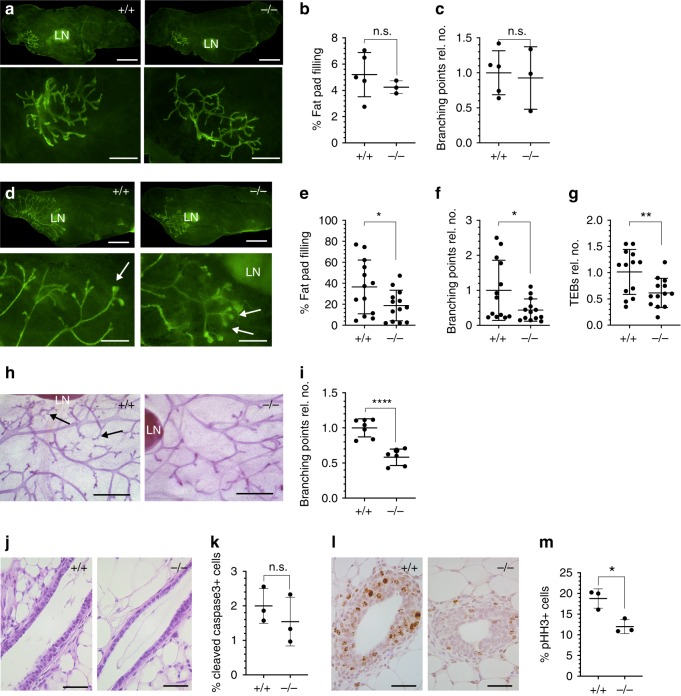
Mammary gland development in *Adamts18*^*−/*^^*−*^ mice. **a** Representative fluorescent stereo-micrographs of inguinal glands from 14-day-old prepubertal *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^.*EGFP* females; *n* = 5 and *n* = 3. Scale bar, 500 μm. **b**, **c** Dot plots indicating the percentage of fat pad filling and fold change of branching points on day 14 mammary glands from 5 *WT.EGFP*^*+*^ and 3 *Adamts18*^*−/*^^*−*^*.EGFP* vs mice. Data represent mean ± SD unpaired Student *t*-test, two-tailed. **d** Representative fluorescent stereo-micrographs of inguinal glands from 4-week-old pubertal *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP* mice; *n* = 13 for each genotype. LN: subiliac lymph node. Arrows indicate TEBs; scale bar, 500 μm. **e**–**g** Dot plots indicating percentage of fat pad filling, relative number of branching points and TEBs quantified at 4–6 weeks of age. Data represent mean ± SD from 13 *WT.EGFP*^*+*^ and 13 *Adamts18*^*−/*^^*−*^*.EGFP* mice. Unpaired Student *t*-test, two-tailed. **h** Representative stereo micrographs of whole mounted inguinal glands from 7 *WT* and 7 *Adamts18*^*−/*^^*−*^ 14-week-old virgin mice. Arrows point to side branches; scale bars, 500 μm. **i** Dot plot showing relative number of branching points. Data represent mean ± SD from 7 *WT* and 7 *Adamts18*^*−/*^^*−*^ 14-week-old virgin mice. Unpaired Student *t*-test, two-tailed. **j** Representative micrographs of H&E-stained histological sections of mammary glands from 5-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates, *n* = 4; scale bar, 50 μm. **k** Dot plot showing percentage of cleaved caspase 3+ cells in TEBs of *WT* and *Adamts18*^*−/*^^*−*^ females. Data represent mean ± SD from 3 *WT* and 3 *Adamts18*^*−/*^^*−*^ mice. Unpaired Student *t*-test, two-tailed. **l** Representative pHH3 (brown) IHC on mammary glands from 6-week-old *WT* and *Adamts18*^*−/*^^*−*^ females; hematoxylin counterstain; scale bar, 50 μm. **m** Dot plot showing the percentage of pHH3+ positive cells in TEBs of 3 *WT* and 3 *Adamts18*^*−/*^^*−*^ females. Data represent mean ± SD, unpaired Student *t*-test, two-tailed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, n.s. not significant.

Histological examination of mammary glands from 6-week-old mice revealed structurally normal ducts with intact luminal and myoepithelial layers in both genotypes (Fig. 2j). To address whether the observed delay in ductal elongation was due to increased cell death and/or decreased cell proliferation, we stained sections from pubertal glands for cleaved-caspase 3 and phosphorylated histone H3 (pHH3). The proportion of cleaved caspase3+ cells did not differ significantly (Fig. 2k) but the pHH3-index in *Adamts18*^*−/*^^*−*^ mammary epithelia was reduced to 64% of *WT* levels (Fig. 2l, m). Thus, the delayed ductal elongation is due to decreased cell proliferation.

### *Adamts18* function in the mammary epithelium

*Adamts18*^*−/*^^*−*^ pups show a transient growth delay^18^, which may indirectly affect mammary gland development. In addition, subfertility associated with abnormalities in the female reproductive tract, such as dorsoventral vagina or imperforate vagina of *Adamts18*^*−/*^^*−*^ females^18^ precluded analysis of mammary gland development during pregnancy. To discern the epithelial-intrinsic role of *Adamts18* in ductal growth at later developmental stages, we grafted mammary epithelium from *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^.*EGFP*^*+*^ females to contralateral inguinal glands of 3-week-old *WT* female mice surgically divested of their endogenous epithelium. To unequivocally distinguish the engrafted epithelium from host epithelium that could have been inadvertently left behind during surgery, the donor cells constitutively expressed an enhanced green fluorescent protein (*EGFP*) under control of a chicken β-actin promoter^32^. Six weeks after engraftment, outgrowths derived from *WT* donors filled the host fat pads whereas the contralateral *Adamts18*^*−/*^^*−*^ epithelia failed to do so (Fig. 3a) and the branching points were decreased by 33% (Fig. 3b). Twelve weeks after engraftment, both *WT*.*EGFP*^*+*^ and *Adamts18*^*−/−*^.*EGFP*^*+*^ outgrowths filled the host fat pads but side branching was decreased in *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelial grafts (Fig. 3c). Flow cytometry of dissociated glands showed a 30% reduction in EGFP^+^ cells (Fig. 3d) consistent with decreased cell proliferation resulting in lower epithelial cell numbers and delayed branching. Thus, the mammary branching phenotype in *Adamts18*^*−/*^^*−*^ females is intrinsic to the mammary epithelium.

**Fig. 3:**
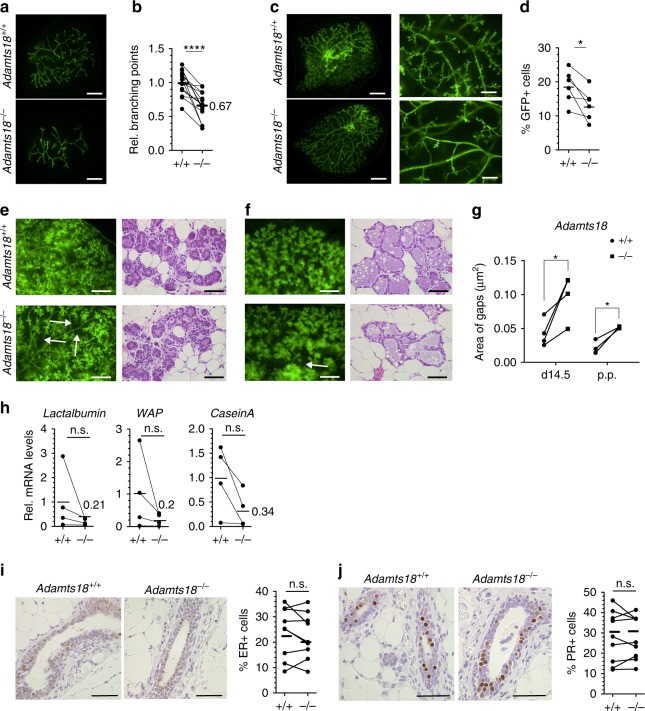
Mammary epithelial-intrinsic role of *Adamts18*. **a** Fluorescence stereo-micrographs of contralateral glands 6 weeks after engraftment with *WT.EGFP*^*+*^ or *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia; scale bar, 500 μm. **b** Dot plot showing relative number of branching points in 14 contralateral *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelial outgrowths; 4 different donors were used. **c** Representative fluorescence stereo micrographs of contralateral glands engrafted with *WT.EGFP*^*+*^ or *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelium 12 weeks earlier. Scale bars, 500 μm (left), 150 μm (right). **d** Dot plot showing percentage of *GFP*^*+*^ cells obtained from *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ contralateral grafts by flow cytometry. Tissue from 3 different donors was grafted to 6 pairs of contralateral fat pads. **e** Representative fluorescence stereo micrographs and micrographs of H&E-stained contralateral glands engrafted with *WT.EGFP*^*+*^ (top) and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ (bottom) epithelia from host at day 14.5 of pregnancy. Three different donors were used, (*n* = 4). Arrows show interductal spaces; Scale bars, 5 mm and 50 μm. **f** Representative fluorescence stereo micrographs of 4 pairs of contralateral glands engrafted with *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia from host at lactation, 3 different donors were used in 3 independent experiments. H&E-stained micrographs thereof; scale bar, 50 μm. **g** Dot plots showing quantification of areas between branches from 4 pairs of contralateral glands at day 14.5 of pregnancy and 3 pairs of contralateral glands at post-partum. **h** Dot plots showing relative transcript levels of *Lactalbumin*, *Whey Acidic Protein (WAP)*, *Casein A* normalized to *Krt18*, in contralateral glands transplanted with *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia. Host is 14.5-day pregnant. Each pair of points represents an individual mouse; *n* = 4. **i** Representative micrographs showing IHC for ER on contralaterally engrafted *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^.*EGFP*^*+*^ epithelia. Scale bar, 100 μm. Dot plot showing percentage of ER+ luminal cells in 9 contralateral grafts. **j** PR staining on contralateral glands engrafted with *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia. Scale bar, 50 μm. Dot plot showing percentage of PR+ luminal cells in 10 contralateral grafts. Statistical analysis by paired Student *t*-test, two-tailed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, n.s. not significant.

At 14.5 days of pregnancy, epithelia of both genotypes showed widespread alveoli both by fluorescence stereomicroscopy and histology (Fig. 3e). At day 1 of lactation, alveoli were fully distended (Fig. 3f) suggesting normal lactogenic function. However, at both time points, spaces between EGFP+ epithelial structures were larger in *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ grafts than in the *WT* counterparts consistent with reduced side branching at earlier stages (Fig. 3e–g). In line with the morphologic analysis and the decreased number of MECs, transcript levels of lactogenic differentiation markers such as *Lalba, Wap*, and *CsnA* were lower in mutant glands compared to *WT* controls but failed to reach statistical significance when normalized to the epithelial marker *Krt18* (Fig. 3h). Thus, while epithelial cell numbers are decreased in the absence of *Adamts18*, the protease is not required for cytodifferentiation.

*Adamts18* expression has been reported in the stromal compartment and was confirmed by semi quantitative RT-PCR analysis of *WT* fat pads engrafted with *Adamts18*^*−/*^^*−*^ epithelium showing 25% of the *Adamts18* transcript levels detected in *WT* recombinants (Supplementary Fig. 2a). To determine the functional importance of this stromal expression, *WT.EGFP*^*+*^ mammary epithelium was transplanted into cleared inguinal mammary fat pads of 3-week-old *Adamts18*^*−/*^^*−*^ and *WT* mice. The recombined tissues were contralaterally transplanted unto the abdominal muscles of adult *WT* females. Fluorescence stereomicroscopy 6 weeks later showed that *WT* donor epithelium filled both *WT* and *Adamts18*^*−/*^^*−*^ fat pads to comparable extent (Supplementary Fig. 2b, c). Twelve weeks after surgery, in both *WT* and *Adamts18*^*−/*^^*−*^ fat pads the implanted epithelia had developed side branches to comparable extent (Supplementary Fig. 2d). Thus, stromal *Adamts18* expression is not required for ductal branching.

As epithelial ER and PR signaling drive pubertal dichotomous branching and estrous cycle-induced side branching, respectively^29,33^, we asked whether receptor expression was affected by *Adamts18* inactivation. IHC of sections from contralateral glands engrafted with *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^.*EGFP*^*+*^ epithelia revealed comparable proportions of ER+ (Fig. 3i) and PR+ cells (Fig. 3j) indicating that *Adamts18* is not required for ER or PR protein expression.

### The role of *Adamts18* in mammary epithelial self-renewal

Delayed pubertal ductal outgrowth and reduced side branching together with normal alveologenesis and cytodifferentiation were previously observed in *Wnt4*^*−/*^^*−*^ epithelia^26^ and shown to result from a stem cell defect^6^. To test whether *Adamts18* deletion also affects mammary stem cells (MaSCs), we analyzed cells from dissociated *WT* and *Adamts18*^*−/*^^*−*^ mammary glands by FACS^34^ using CD24 and CD49f detection after depletion for lineage positive cells (Fig. 4a). The number of lineage-depleted cells obtained from mammary glands of 14-week-old females was one third less in *Adamts18*^*−/−*^ compared to *WT* (Fig. 4b). The percentage of both luminal (Lin^−^ CD24^+^ CD49f^−^) and myoepithelial (Lin^−^ CD24^low^ CD49f^low^) cells was not significantly altered in *Adamts18*^*−/*^^*−*^ glands but the stromal cell fraction (Lin^−^ CD24^−^ CD49f^−^) increased by 19% in the mutant glands (Fig. 4c). Mammary progenitors, which give rise to colonies and are called colony forming cells (CFCs) represented <1% of the lineage negative cells in both genotypes whereas the number of MaSCs (Lin^−^CD24^med^CD49f^high^) also defined as mammary repopulating units (MRUs) was decreased by 43% in *Adamts18*^*−/*^^*−*^ glands (Fig. 4a, d).

**Fig. 4:**
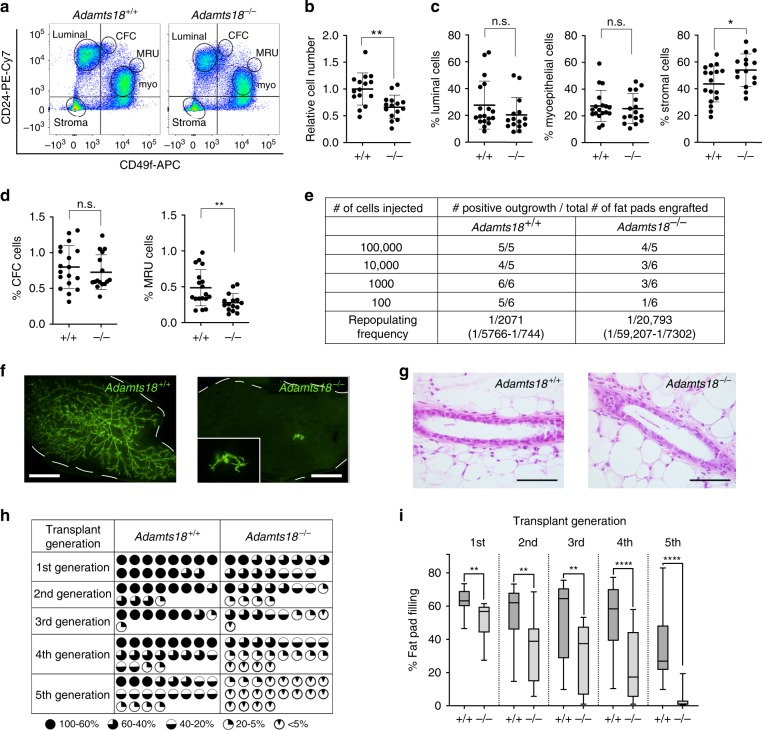
Role of *Adamts18* in the regenerative capacity of the mammary epithelium. **a** Representative FACS dot plot showing CD49f and CD24 expression in the Lin^−^ mammary cells from 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates. **b** Relative number of cells isolated from 15 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates. **c**, **d** Dot plots showing lineage negative mammary cell populations from the mammary glands of 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates. Data represent mean ± SD from 18 *WT* and 15 *Adamts18*^*−/*^^*−*^ mice. Unpaired Student *t*-test, two-tailed. Total number of cells (**b**), percentage of luminal, myoepithelial, stromal cells (**c**), CFC and MRUs (**d**). Data represent mean ± SD from 18 *WT* and 15 *Adamts18*^*−/*^^*−*^ mice. Unpaired Student *t*-test, two-tailed. **e** Table showing mammary outgrowths derived from *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ mammary cells injected at limiting dilutions into cleared contralateral fat pads. Positive outgrowths are defined as >5% fat pad area filled and related to total number of transplants. Repopulating cell frequency is shown, data are pooled from 3 independent experiments. **f** Fluorescence stereo-micrographs of contralateral mammary fat pads of recipient mice at the 5th generation of serial transplant after 8–12 weeks; scale bar, 500 μm. **g** Micrographs of H&E- stained histological sections of 4th generation transplants; scale bar, 50 μm. **h** Table summarizing 3 independent serial transplant experiments with *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia. Each engrafted gland is represented by a micrograph; black sectors represent area of fat pad filled by grafted epithelium. **i** Box plot showing extent of fat pad filling of contralateral grafts in each transplant generation. Boxes span the 25th to 75th percentile, whiskers 1.5 times the interquartile range. *p*-Values were determined by Wilcoxon test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, n.s. not significant.

To functionally evaluate stem cell frequency in *WT* and *Adamts18*^*−/*^^*−*^ mammary epithelia, we injected serially diluted single cells from *WT.EGFP*^*+*^ and *Adamts18*^*−/*^^*−*^.*EGFP*^*+*^ mammary glands to contralateral cleared fat pads of 3-week-old *WT.EGFP*^*−*^ female mice. After 8 weeks, we determined frequency and extent of outgrowth by fluorescence stereomicroscopy combined with image analysis. The repopulating cell frequency^35^ of *Adamts18*^*−/*^^*−*^ cells was 10% of the *WT* cells with 1/20,000 vs. 1/2000 (Fig. 4e).

The single cell-based in vivo reconstitution assay can be confounded by cell adhesion and/or cell migration defects as well as by increased susceptibility to apoptosis. All these factors impact on any cell’s ability, whether stem cell or not, to establish itself after injection in the fat pad, which is, of course, a prerequisite for the generation of any progeny. A complex assay that overcomes these limitations is the serial transplantation of pieces of intact epithelium. *WT* epithelium that is serially grafted can fill cleared fat pads for up to 7 generations^36^. Indeed, *WT*.*EGFP*^*+*^ epithelium filled host fat pads efficiently over 5 transplant generations, however, the reconstitution ability of the contralaterally grafted *Adamts18*^*−/*^^*−*^.*EGFP*^*+*^ epithelium decreased progressively to cease completely upon the 5th transplant (Fig. 4f, h, i). Histological analysis of the 4th generation transplants by H&E revealed no obvious difference (Fig. 4g). Thus, *Adamts18* is required for the regeneration capacity of the mammary epithelium, albeit to a lesser extent than *PR* and *Wnt4*, whose deletion blocks reconstitution at the 4th and 3rd generation, respectively, by the same assay^6^.

### The basement membrane is part of the stem cell niche

To address the mechanisms by which Adamts18 affects stem cell activity, we searched for its binding partners. In light of the myoepithelial cell-specific expression of the protease, we chose the human breast epithelial cell line, MCF10A, which has myoepithelial/basal characteristics^37^, as a model. We ectopically expressed V5-tagged ADAMTS18 in these cells, immune precipitated it from the conditioned medium, and analyzed co-immunoprecipitated proteins by mass spectrometry. We discovered 238 proteins cumulatively in 3 independent experiments (Supplementary Data 1), of which 31 were identified in ≥2 experiments (Fig. 5a). Transforming Growth Factor Beta-Induced (TGFBI), a secreted molecule that contains RGD domains similar to fibronectin and laminin and inhibits cellular adhesion to the ECM, was among the 12 proteins identified in all 3 experiments^38^. Bioinformatic analysis with MetaCore showed that top enriched MetaCore processes related to ECM organization and hemidesmosome assembly (Fig. 5b, Supplementary Table 1). The top localizations of the putative ADAMTS18 interactors were ECM, laminin-5 complex, and BM (Fig. 5c, Supplementary Table 2). Together, these findings support the hypothesis that Adamts18 function relates to the ECM and, more specifically, to the connection between epithelium and BM. This implies that the BM may be part of the stem cell niche.

**Fig. 5:**
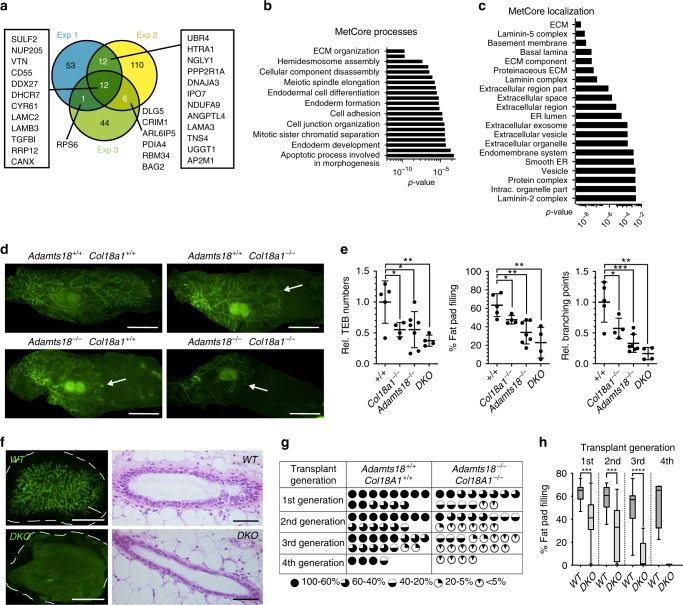
BM proteins and glycoproteins are involved in stem cell function. **a** Venn diagram showing candidate ADAMTS18 binding proteins in the supernatant of MCF10A cells identified by affinity purification mass spectrometry. Gene names are shown in boxes for ease of recognition. Three independent experiments were done at different times. **b** Bar graph showing the top 20 METACORE processes of candidate ADAMTS18 binding partners based on *p*-values. **c** Bar graph showing top 20 METACORE localizations of candidate ADAMTS18 binding partners based on *p*-values. **d** Fluorescent stereo micrographs of representative 4th gland from *WT.EGFP*^*+*^, *Col18a1*^*−/*^^*−*^*.EGFP*^*+*^, *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ and double-deficient (*DKO*)*.EGFP*^*+*^ 6-week-old pubertal mice; *n* = 5, 4, 7 and 4. Arrows indicate TEBs, scale bar, 500 μm. **e** Dot plots indicating the relative TEB numbers, percentage of fat pad filling, and relative branching points at 6 weeks of age. Data represent mean ± SD from 5 *WT*, 4 *Col18a1*^*−/*^^*−*^, 7 *Adamts18*^*−/*^^*−*^, and 4 *DKO* mice. One-way analysis of variance (ANOVA). **f** Fluorescence stereo-micrographs of contralateral mammary fat pads of *Rag1*^*−/*^^*−*^ recipient mice with 4th-generation mammary outgrowths derived from *WT.EGFP*^*+*^ and *DKO.EGFP*^*+*^ donor mice after 8–12 weeks; scale bar, 500 μm and H&E-stained sections thereof, scale bar 100 μm. **g** Table summarizing 3 independent serial transplant experiments with *WT.EGFP*^*+*^ and *DKO.EGFP*^*+*^ epithelia. Each engrafted gland is represented by a micrograph; black sectors represent the area of the fat pad filled by engrafted epithelium. **h** Box plot showing extent of fat pad filling of *WT.EGFP*^*+*^ and *DKO.EGFP*^*+*^ contralateral grafts in each transplant generation. Boxes span the 25th to 75th percentile, whiskers 1.5 times the interquartile range. *p*-Values were determined by Wilcoxon test. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, n.s. not significant.

To seek in vivo evidence for a role of the BM as part of the stem cell niche we turned to mice deficient for *Col18a1* because this heparin-sulfate proteoglycan is specifically localized to BMs^39^. Whole mount stereo-microscopy and morphometric analysis showed that *Col18a1*^*−/*^^*−*^ females like their *Adamts18*^*−/*^^*−*^ counterparts had delayed ductal elongation and fewer TEBs compared to their *WT* littermates (Fig. 5d). *Adamts18* and *Col18a1* double-deficient (*DKO*) mice showed a further decrease in TEB numbers, fat pad filling, and branching points at 6 weeks compared to single knockouts (Fig. 5e) indicating that *Adamts18* and *Col18a1* have additive roles in ductal elongation. To assess whether this genetic interaction affects stem cell function, we serially transplanted the *DKO* epithelium. While the contralateral *WT* epithelium reconstituted glands over 5 transplant cycles, the *DKO* epithelium failed to reconstitute by the 3rd generation (Fig. 5f–h). Thus, Adamts18 and Col18a1 cooperate in mammary stem cell control, providing in vivo evidence for a role of the BM in stem cell function, likely as part of the stem cell niche.

### Adamts18 modulates the ECM

To probe for structural alterations in the ECM related to *Adamts18* deletion, we used picrosirius red to stain *Adamts18*^*−/*^^*−*^ and *WT* pubertal mammary glands. Fibrillar collagen was increased around the ducts and TEBs in *Adamts18*^*−/*^^*−*^ relative to *WT* (Fig. 6a). Immunoblotting of protein lysates from pubertal *WT* and *Adamts18*^*−/*^^*−*^ glands and quantification showed that levels of the important BM components, laminin and collagen IV increased 1.7- and 3.9-fold, respectively, in *Adamts18*^*−/*^^*−*^ glands (Fig. 6b, c). Levels of the major fibrillar collagen, collagen I, were increased 6.2-fold (Fig. 6b, c). Assembly of nascent collagen I, laminin and collagen IV matrices rely on initial assembly of fibrils composed of the primordial ECM glycoprotein fibronectin, the first ECM protein to be expressed during tissue development and wound healing^40,41^. Fibronectin levels were 3.2-fold higher in the mutants than in *WT* (Fig. 6b, c). IF showed increased staining intensity for all these proteins around ducts and TEBs in *Adamts18*^*−/*^^*−*^ relative to *WT* pubertal glands (Fig. 6d). The staining was restricted to the BM for laminin and collagen IV but extended to the interstitial ECM for collagen I and fibronectin. Thus, in the absence of Adamts18, major ECM/BM components accumulate in the pubertal mammary gland in line with an important role for Adamts18 in ECM/BM remodeling.

**Fig. 6:**
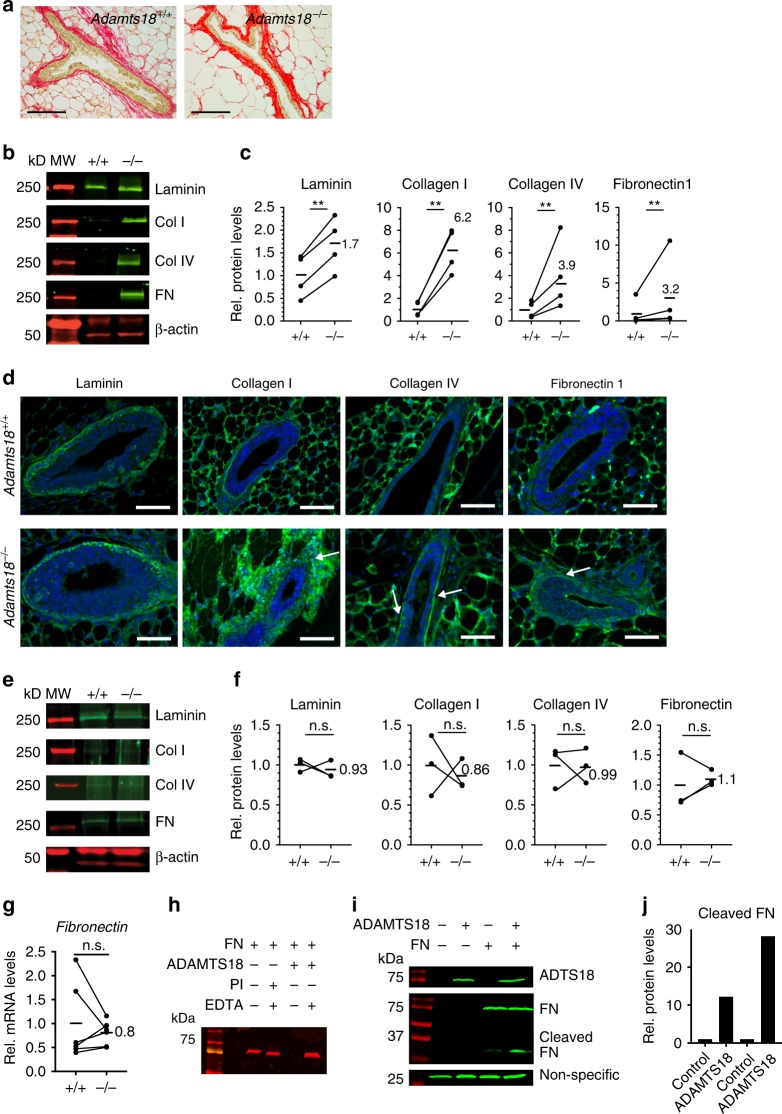
Biochemical changes and Fibronectin cleavage elicited by Adamts18. **a** Representative picrosirius red staining for fibrillar collagen (red) on 4th mammary gland sections from 5-week-old, pubertal *WT* and *Adamts18*^*−/*^^*−*^ littermates; *n* = 5. Scale bar, 100 μm. **b** Representative western blot analysis on 3rd mammary glands of 5-week-old, pubertal *WT* and *Adamts18*^*−/*^^*−*^ littermates; *n* = 4. β-actin loading control, MW marker in red. **c** Dot plots showing relative protein levels of laminin, collagen I, collagen IV, and fibronectin normalized to actin in 4 pubertal *WT* and *Adamts18*^*−/*^^*−*^ littermates. Paired Student *t*-test, two-tailed; **p < 0.01. **d**, Fluorescent micrographs showing IF on 4th mammary gland sections from 5-week-old, pubertal *WT* and *Adamts18*^*−/*^^*−*^ littermates for laminin, collagens I and IV as well as fibronectin (green) and DAPI nuclear stain (blue), *n* = 3. Arrows point to ECM density around TEBs or ducts; scale bar, 100 μm. **e** Representative western blot analysis on 3rd mammary glands of 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates; *n* = 3. β-actin loading control, MW marker in red. **f** Dot plots showing relative protein levels of laminin, collagen I, collagen IV, and fibronectin normalized to actin in 3 adult *WT* and *Adamts18*^*−/*^^*−*^ littermates. Paired Student *t*-test, two-tailed; n.s. not significant. **g** Dot plot showing relative transcript levels of *Fn1* normalized to *Hprt* in 3rd mammary glands from 6 pairs of 5-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates. Paired Student *t*-test, two-tailed, n.s. not significant. **h** Representative Western blot analysis of 3 independent experiments in which fibronectin (FN)−70K was incubated with purified active Adamts18 in the presence or absence of EDTA and/or protease inhibitor (PI). Anti-FN antibody specific to the N-terminal heparin-binding domain. **i** Western blot analysis of FN1-70K incubated with ADAMTS18 overexpressing HEK-293T cells in the presence or absence of EDTA. **j** Bar graph showing levels of cleaved FN in supernatants from control transfected and *Adamts18* overexpressing HEK-293T cells in 2 independent experiments.

Interestingly, analysis of mammary glands from 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates showed that protein levels of laminin, collagens I and IV as well as fibronectin did not differ significantly between the two genotypes (Fig. 6e, f). This shows that Adamts18 is critical for ECM/BM modulation during pubertal ductal elongation and suggest that this specific developmental window determines mammary stem cell function.

### Adamts18 cleaves fibronectin

In contrast with the increased fibronectin protein levels, its mRNA levels were unaltered in the pubertal *Adamts18*^*−/*^^*−*^ mammary glands (Fig. 6g) suggesting that the observed increased staining could result from translational or posttranslational changes attributable to lack of *Adamts18*. As fibronectin is the prime component of nascent ECM fibers and a substrate of the *Adamts18* homolog *Adamts16*, we tested whether it is equally an Adamts18 substrate. We purified the secreted active form of ADAMTS18 from HEK-293T cells and incubated it with N-terminal 70 kDa fibronectin. The exogenous fibronectin fragment migrated slightly faster when co-incubated with EDTA and was undetectable in the presence of ADAMTS18 after 24 h. When the digest was supplemented with EDTA, which chelates the bivalent metal ions required for ADAMTS activity, no change in fibronectin abundance was seen (Fig. 6h). Additionally, HEK-293T cells expressing *ADAMTS18* or a control vector were incubated without or with the 70 kDa recombinant fibronectin. By western blot, the medium of cells expressing ADAMTS18, but not the control vector, showed a readily detectable 30 kDa fibronectin fragment (Fig. 6i) similar to that detected after cleavage by *Adamts16*^21^. The amount of cleaved fibronectin increased 16-fold in the presence of ADAMTS18 (Fig. 6j). Thus, the presence of ADAMTS18 leads to fibronectin proteolysis, which may influence abundance of other ECM proteins and indirectly regulate growth factor availability and signaling.

### Stem cell signaling in *Adamts18*^*−/*^^*−*^ glands

Our findings pointed to the observed stem cell defect being secondary to changes in the ECM/BM. To elucidate the mechanisms by which altered ECM affected stem cell signaling, we transcriptionally profiled 3 pairs of contralateral glands engrafted with either *WT.EGFP*^*+*^ or *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia using RNA-seq. 

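The deposited table holds the number of reads that the authors counted on each gene, without normalization, in 6 libraries from 3 host mice, numbered 1 to 3. In each mouse the inguinal gland (gland number 4) on the left carried WT.EGFP+ epithelium and the one on the right carried Adamts18-/-.EGFP+ epithelium, so genotype and body side cannot be separated. The sample labels describe the RNA as coming from GFP-positive mammary epithelial cells isolated by fluorescence-activated cell sorting, a method that separates cells by their fluorescence, whereas the paper's text speaks of profiled glands. Both descriptions are kept, and the libraries are called glands below. The reads were single-end, from an Illumina instrument. The text of the paper does not name the aligner, the counting program or the genome build. The total count was 71595924, 60621965 and 54059023 in the WT glands of mice 1, 2 and 3, and 53875123, 63307129 and 58718351 in their Adamts18-/- glands, with group medians of 60621965 and 58718351. At this depth 3 counts, the most that a count of 0 allows, correspond to between 0.0419 and 0.0557 CPM (counts scaled to a common library size), which covers counting error only. The counts of 17345 genes that passed edgeR's filter on low counts were scaled by its TMM method and tested with edgeR's quasi-likelihood test, with the mouse as a block and the genotype as the tested term. The block compares the contralateral glands within each host. The median biological coefficient of variation was 16.3%, and this spread between glands is one limit on what 3 pairs can show.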

PCA analysis was used to identify and visualize possible batch effects due to sources of variation in the mice used (Supplementary Fig. 3a). 

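Over the 17345 tested genes, differences between mice took 67.1% of the variance of log2 CPM, the genotype took 13.2% and the rest 19.7%. The first principal component held 60.4% of the variance. It placed the WT and Adamts18-/- glands of mouse 3 at -41.6 and -87.2, and the glands of mice 1 and 2 between 20.9 and 42.0. Contralateral glands of one mouse, which carry different genotypes, were closer to each other (root mean square log2 difference 0.54, mean of 3 pairs) than glands of one genotype in different mice (0.72, mean of 6 pairs). By a chi-square statistic between the counts of 2 libraries, the order was the reverse for mice 1 and 2. Per degree of freedom it was 74.9 between their WT glands and 44.7 between their Adamts18-/- glands. The contralateral glands of mice 1, 2 and 3 gave 101, 108 and 107. Pairs of one genotype that included mouse 3 gave 186 to 462. Without mouse 3 the share of variance taken by the mouse was 36.0%, the largest move among the alternatives, and the share taken by the genotype was 48.6%.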

After removing these effects by applying 2-way ANOVA correction, samples clustered by biological subgroups (Supplementary Fig. 3b). 

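With each mouse's mean subtracted from its pair of glands, the first component of the corrected values held 51.8% of their variance. It placed the WT glands of mice 1 and 2 at 30.5 and 29.8 but that of mouse 3 at -11.0, with each Adamts18-/- gland at the opposite value, so it did not part the glands by genotype in mouse 3. The second component, with 31.9% of the variance, placed the 3 WT glands at 8.53, 3.53 and 33.2 and the Adamts18-/- glands at the opposite values. Across genes, the difference between the glands of mouse 1 correlated with that of mouse 2 (r = 0.511), but the difference in mouse 3 did not go with that in mouse 1 (r = -0.0775) or mouse 2 (r = -0.136). These correlations are across genes, which are not independent replicates.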

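The targeted gene, listed in the table by its symbol Adamts18, lies on chromosome 8 of GRCm38 (GENCODE M21 annotation) from 113697126 to 113848738 on the minus strand. In the annotated transcript of 23 exons, exon 8 spans 113771036 to 113771141 and exon 9 spans 113767046 to 113767183. These exons, which the mutant allele lacks, are 244 of the transcript's 5642 bases (4.32%), and the deposited count covers the gene as a whole, so it does not separate reads of these exons from reads of the others. Nor does the count separate the graft from the host's fat pad. The paper reports stromal Adamts18 expression in WT fat pads that carry mutant epithelium. Adamts18 was at 6.78 ± 3.15 CPM in WT glands (SD, n = 3) and 3.64 ± 1.10 CPM in Adamts18-/- glands (SD, n = 3). In mice 1, 2 and 3, 252, 608 and 383 reads in the WT gland stood against 144, 295 and 202 reads in the contralateral Adamts18-/- gland. The log2 fold change of Adamts18 was -0.83 (standard error 0.19, unadjusted p = 0.00922 from edgeR's quasi-likelihood test), with -0.39, -1.02 and -1.04 in mice 1, 2 and 3. Fgfr2 (chromosome 7, 130162451 to 133123350) was at 156 ± 37.6 CPM in WT glands and 99.6 ± 21.9 CPM in Adamts18-/- glands (SD, n = 3 each). Its log2 fold change was -0.64 (standard error 0.11, unadjusted p = 0.00252), with values of -0.38, -0.78 and -0.78 in mice 1, 2 and 3. Ctgf (chromosome 10, 24595442 to 24598683) was at 174 ± 82.6 CPM and 130 ± 67.0 CPM (SD, n = 3 each). The groups overlapped because the level of Ctgf differed between mice, but the paired log2 fold change was -0.46 (standard error 0.088, unadjusted p = 0.00420), with -0.35, -0.40 and -0.63 in mice 1, 2 and 3. The adjusted p was 0.987 for each of the 3 genes over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). With DESeq2's Wald test it was 0.00145 for Fgfr2 and 0.0198 for Ctgf, the only alternative under which either passed, and over the other alternatives it lay between 0.196 and 1.00 for Fgfr2 and between 0.292 and 1.00 for Ctgf. In simulated counts with known changes, 165 of the 231 genes called by DESeq2's adjusted p were changed genes, against 131 of 150 for edgeR. The adjusted p of Adamts18 lay between 0.196 (DESeq2) and 1.00 over the alternatives. Without mouse 2 the unadjusted p of Adamts18 was 0.0582. Without the mouse as a block the unadjusted p was 0.0767 for Adamts18 and 0.415 for Ctgf. The alternative that moved these values most, scaling to 24 genes expressed across epithelial cell types (chosen after seeing the data), raised the median of all tested genes by 0.38 and gave log2 fold changes of -0.45 for Adamts18, -0.27 for Fgfr2 and -0.082 for Ctgf (unadjusted p = 0.244, 0.482 and 0.833).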

Expression of *Adamts18*, *Fgfr2*, and *Ctgf* was tested and found reduced in all 3 *Adamts18*^*−/*^^*−*^ samples after read count normalization (Supplementary Fig. 3c). 

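At a fold change under 0.8 and an unadjusted p under 0.05, 319 genes were lower in Adamts18-/- glands, 316 of them in all 3 mice, with a median log2 fold change of -0.54. At a fold change over 1.25 and the same p, 203 genes were higher, 189 of them in all 3 mice, with a median of 0.78. Among all 17345 tested genes, 23.4% moved the same way in all 3 mice. No gene (0) had an adjusted p under 0.05, and the smallest was 0.771 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), while 670 genes (3.86%) had an unadjusted p under 0.05. The gene with the smallest p was Cited1, at 67.0 ± 14.6 CPM in WT glands and 32.3 ± 8.85 CPM in Adamts18-/- glands (SD, n = 3 each), a log2 fold change of -1.06 (standard error 0.073). The other decreased genes with the smallest p were Fxyd2 (log2 fold change -1.07), Rab6b (-0.85), Alpl (-0.54) and Ighv14-2 (-1.68), an immunoglobulin segment whose reads the counting could have shared with near-identical copies. Among the increased genes, H19 rose from 19.1 ± 4.07 to 71.7 ± 7.06 CPM (SD, n = 3 each), a log2 fold change of 1.92 (standard error 0.17). It was followed by Il12a (log2 fold change 2.87), Ptp4a3 (0.61), Itih2 (1.25) and Slco5a1 (1.46). Il12a was low, at 0.207 ± 0.160 CPM in WT glands (SD, n = 3). Among the alternatives that kept all 3 mice and scaled to all genes, a separate linear model for each gene moved the counts most, to 93 decreased and 37 increased genes. With DESeq2, 297 genes decreased, 340 increased and 71 had an adjusted p under 0.05, a criterion by which DESeq2 called more unchanged genes than edgeR in simulated counts. Without mouse 3, 286 genes decreased, 581 increased and 268 had an adjusted p under 0.05, without mouse 1, 481 decreased, and without mouse 2, 319 increased. With the libraries scaled to the 24 epithelial genes, which raised all genes by 0.38 at the median, 27 decreased and 1070 increased.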

Overall, in *Adamts18*^*−/*^^*−*^ transplanted glands, expression of 313 genes decreased (FC < 0.8, *p* < 0.05) and that of 273 genes increased (FC > 1.25, *p* < 0.05) (Fig. 7a). Analysis of the differentially expressed genes by pathway enrichment analysis using both ReactomePA^42^ and ClusterProfiler^43^ showed that cell junctions and ECM were affected, in particular various collagens and laminins (Supplementary Fig. 3d–g). 

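Reactome gene sets of 10 to 500 genes, taken from the mouse collection shipped with the R package fgsea, were tested for over-representation among the 522 decreased and increased genes, with the 5338 tested genes that belong to any set as background. Of 899 sets, 6 had an adjusted p under 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Type I hemidesmosome assembly held 5 changed genes among 10 (0.288 expected by chance, adjusted p = 0.00378), and cell junction organization held 10 among 63 (1.82 expected, adjusted p = 0.00460). Cell-cell communication held 12 among 108, degradation of the extracellular matrix 11 among 93 and collagen formation 9 among 64, each with an adjusted p of 0.0140. Laminin interactions held 6 among 30 (adjusted p = 0.0262). These sets share members: Lama3 and Lamb3 are in all 6. With the test camera, which ranks all genes, 47 sets passed, the largest move among the alternatives, but cell-cell communication, collagen formation and degradation of the extracellular matrix did not (adjusted p = 0.0714, 0.205 and 0.449). With mouse 1, 2 or 3 left out, 11, 15 and 11 sets passed. None of the 6 sets above passed without mouse 2, where their adjusted p lay between 0.102 and 1.00, and of the 6 cell junction organization alone passed without mouse 3 (adjusted p = 0.0145, Fisher's exact test). None of the 6 passed without the mouse as a block, where 5 other sets did.

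Of 11 laminin genes tested, 10 were lower in Adamts18-/- glands, and Lama1, Lama3 and Lamb3 were among those past the paper's thresholds, with log2 fold changes of -0.46, -0.48 and -0.38. Adjusted over the list alone, 2 laminin genes had a p under 0.05, and over all genes tested none did (0; 5 at an unadjusted p under 0.05), but Lama3 did with DESeq2, whose adjusted p gave more false calls than edgeR's in simulated counts. The median log2 fold change of the laminins was -0.18 (adjusted p = 9.08e-04 over 21 gene lists, camera with an inter-gene correlation of 0.01), and -0.31 without mouse 2, but without mouse 3 it was 0.015 and did not pass (adjusted p = 0.270, camera). Of 40 collagen genes, 25 were lower and 6 passed the thresholds: Col25a1 (fold change 0.501), Col8a1 (log2 fold change -0.64), Col17a1 (-0.59), Col4a6 (-0.44), Col9a2 (-0.44) and Col9a3 (-0.34). The collagens taken together had a median of -0.065, or 0.031 without mouse 3, and did not pass (adjusted p = 0.357 by camera, and 0.0112 without mouse 2), and adjusted over the list alone no collagen gene did (0; 6 at an unadjusted p under 0.05). With DESeq2, Col8a1 and Col17a1 passed over all genes tested, with the same limit from the simulated counts. Of 16 claudin genes, 14 were lower (median -0.26, adjusted p = 0.00227 by camera, and 0.130 without mouse 3), and Cldn8 alone passed the thresholds. Under fry, or camera with an estimated correlation, none of the 11 lists that camera called had an adjusted p under 0.05 (0 and 0; 2 lists had an unadjusted p under 0.05 by fry). Camera and fry were not run with scaling to the 24 epithelial genes.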

More specifically, out of 40 significant GO terms, 11 were related to the ECM and 10 to Fgfr signaling, a pathway critical for stem cells^44,45^ (Supplementary Table 3). 

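The GO terms were not analysed here. In the Reactome collection, extracellular matrix organization held 16 changed genes among 220 (6.35 expected), with an adjusted p of 0.0579 from the one-sided Fisher's exact test. By the same exact test its adjusted p was 0.00505 with scaling by library size alone, 0.0446 with the genes called by DESeq2 and 0.00611 without mouse 1, and over the other alternatives it lay between 0.0625 and 1.00. The set for signaling by FGFR held 6 among 133 (3.84 expected, unadjusted p = 0.185 from the same exact test): Fgfr2, Fgf1, Erbb4, Egf, Cd80 and Cd86. Of 18 genes for fibroblast growth factors and their receptors that were tested, 15 had a lower fitted value, with a median log2 fold change of -0.070 (adjusted p = 0.0843 over the lists, camera). Next to Fgfr2, Fgf1 passed the thresholds, with a log2 fold change of -0.35 (standard error 0.090). Adjusted over the list alone, 1 of these genes, Fgfr2, had a p under 0.05. Without mouse 3 the median of the list was 0.11, and camera passed the list without mouse 1 (adjusted p = 0.0317) and without mouse 2 (adjusted p = 0.00174).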

Two of the 40 terms related to Hippo-Yap/Taz signaling another pathway critical for stem cell differentiation, which is upstream of *Fgfr2*^46^. 

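The Reactome set for signaling by Hippo held 1 changed gene among 20, Wwc1 (0.577 expected, unadjusted p = 0.444 from the one-sided Fisher's exact test), with a log2 fold change of -0.55 (standard error 0.18). A list of 17 genes of the Hippo-Yap/Taz machinery had a median log2 fold change of -0.051 (adjusted p = 0.114 over the lists, camera, and 0.0322 without mouse 2), and of 0.038 without mouse 3. A member of this list, Tead2, passed the paper's thresholds, with a log2 fold change of -0.51 (standard error 0.094) and lower values in all 3 mice. Yap1 and Wwtr1, which encode Yap and Taz, had log2 fold changes of -0.21 (standard error 0.11) and -0.15 (standard error 0.11), within the spread between mice. None of the 17 genes (0) had a p under 0.05 adjusted over the list alone, and 2 had an unadjusted p under 0.05. With DESeq2, which called more unchanged genes than edgeR in simulated counts, Tead2 had an adjusted p under 0.05 over all genes tested.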

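Among the 319 decreased genes alone, of which 94 belong to a Reactome set, 11 sets had an adjusted p under 0.05 (one-sided Fisher's exact test with Benjamini-Hochberg adjustment). Type I hemidesmosome assembly held 5 decreased genes (0.176 expected, adjusted p = 3.22e-04). Cell junction organization and collagen formation held 9 each (adjusted p = 4.11e-04 for both), degradation of the extracellular matrix 10 (adjusted p = 9.63e-04) and laminin interactions 6 (adjusted p = 0.00193). Cell-cell communication held 9 and extracellular matrix organization 13 (adjusted p = 0.00970 for both). Without the mouse as a block no set passed (0; the decreased genes were then 125), and without mouse 2 and without mouse 3 the number of sets was 5 and 6. Of the sets named here, cell junction organization, degradation of the extracellular matrix, laminin interactions and cell-cell communication did not pass without mouse 2 (adjusted p = 0.156, 0.156, 0.0995 and 0.733, Fisher's exact test), and laminin interactions did not pass without mouse 3 (adjusted p = 0.0757). The Reactome set named for gene expression stimulated by Yap1 and Wwtr1 had 9 tested genes, below the smallest size of 10 set for the test. They are Yap1, Wwtr1, Tead1, Tead2, Tead3, Tead4, Kat2b, Runx2 and Tbx5, and Ctgf is not among them. Whether the collection lacks Ctgf or its symbol was not matched to a gene ID was not checked, so the set may differ from the paper's. Tested on its own after seeing the data, it held 1 decreased gene, Tead2, against 0.158 expected (unadjusted p = 0.148, one-sided Fisher's exact test).

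Of the genes whose labels could be read in Fig. 7c, 22 were examined. Each had a negative log2 fold change, with a median of -0.48, and 21 passed the paper's thresholds. The remaining gene, Cldn4, had a fold change of 0.793 and an unadjusted p of 0.0539 (edgeR's quasi-likelihood test). The decrease was smallest in mouse 1, where the median log2 difference was -0.29, against -0.66 in mouse 2 and -0.57 in mouse 3. Adjusted over the list alone, 18 of the 22 had a p under 0.05, but the study chose these genes on the same libraries, so this is not independent evidence. With the libraries scaled to the 24 epithelial genes (chosen after seeing the data), Cldn4, Mmp15 and Col9a3 had positive log2 fold changes, from 0.035 (Col9a3) to 0.047 (Mmp15), below the rise of 0.38 in the median of all genes.

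**Figure D1:**
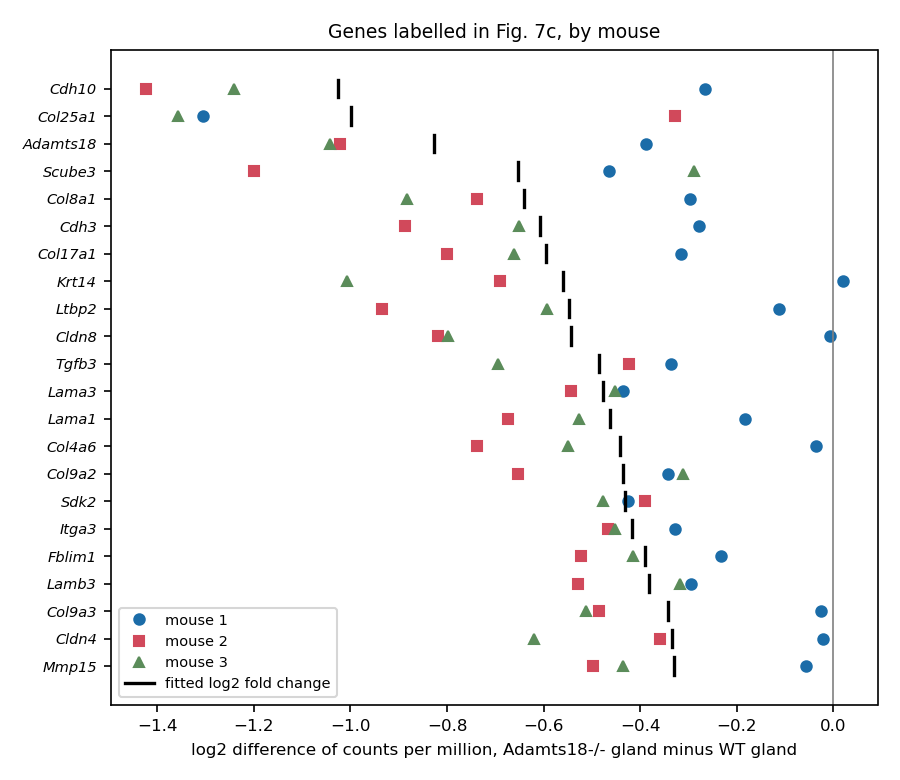
Log2 difference between the Adamts18-/- and the WT gland of each mouse (x axis) for 22 genes labelled in Fig. 7c (y axis). Circles, squares and triangles stand for mice 1, 2 and 3, and each black line for the fitted log2 fold change. The points of mice 2 and 3 all lie below 0, and most of those of mouse 1 lie closer to 0, from Col25a1 at -1.31 to Krt14 at 0.019.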

When we specifically interrogated the genes whose expression decreased, Reactome pathway analysis revealed Yap/Taz-mediated gene expression (Fig. 7b) and a protein interactome centered around cell-cell communication and cell-cell junctions as well as ECM, laminin and collagen complexes and assembly (Fig. 7c) that partly overlap with the Wnt4 specific interactome (Supplementary Fig. 1h).

**Fig. 7:**
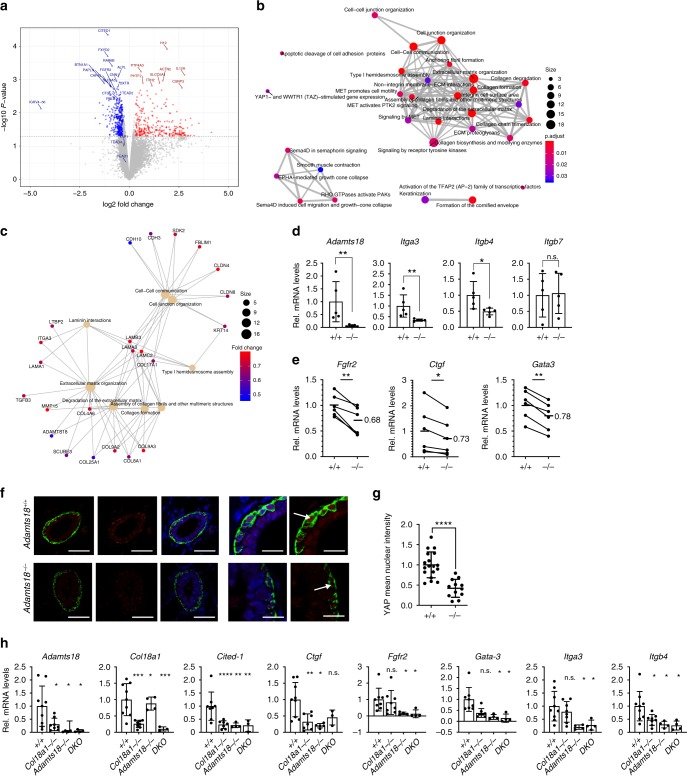
*Adamts18* impinges on transcription and regulates cell signaling. **a** Volcano plot showing genes, which are differentially expressed between contralateral glands transplanted with *Adamts18*^*−/*^^*−*^ and *WT* epithelia; *n* = 3, Kolmogorov–Smirnov test, all highlighted genes have *p*-values < 0.05. Genes with log2(FC) >0.5 in red and log2FC <0.5 in blue. Names of selected genes are indicated. **b** Enrichment map plot of Reactome pathway analysis (ReactomePA) on genes downregulated in 3 pairs of contralateral glands engrafted with *WT* and *Adamts18*^*−/*^^*−*^ epithelia in 3 independent experiments with 3 different donors. **c** CNE plot of ReactomePA of genes down regulated in contralateral glands transplanted with *WT* and *Adamts18*^*−/*^^*−*^ epithelia. **d** Bar graphs showing relative transcript levels of *Adamts18*, *Itga3*, *Itgb4*, and *Itgbt*, normalized to *Hprt* in 5 pubertal host mice bearing contralateral transplants of *WT* and *Adamts18*^*−/*^^*−*^ epithelia. Data represent mean ± SD. Unpaired Student *t*-test, two-tailed. **e** Bar graphs showing relative transcript levels of *Fgfr2*, *Ctgf*, and *Gata3* normalized to *Hprt* in contralateral glands transplanted with *WT* and *Adamts18*^*−/*^^*−*^ epithelia, *n* = 6. **f** Representative IF for Sma (green) and YAP (red) counterstained with DAPI (blue) of 4th mammary gland sections from 5-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates; *n* = 3. Arrows indicate YAP positive nuclei of myoepithelial cells. **g** Dot plot showing quantification of relative mean intensity of nuclear YAP detected in myoepithelial cells of 5-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermates; *n* = 3. Each point represents an individual TEB. **h** Bar graphs showing relative transcript levels of *Adamts18*, *Col18a1*, *Cited-1*, *Ctgf*, *Fgfr2*, *Gata-3*, *Itga3*, and *Itgb4*, normalized to *Hprt* in pubertal *WT*, *Col18a1*^*−/*^^*−*^, *Adamts18*^*−/*^^*−*^, and *DKO*; *n* = 9, 8, 4, and 4, respectively. Data represent mean ± SD, one-way ANOVA. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001, n.s. not significant.

In light of the increased ECM deposition, the differential expression of various ECM-related genes as well as the involvement of the Yap/Taz signaling pathway, we evaluated integrin expression in the *Adamts18*^*−/*^^*−*^ glands. We extracted 27 *Integrin* genes, α and β Integrin subunits, from the RNAseq analysis and generated a heatmap (Supplementary Fig. 3h). 

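In the deposited table, 26 genes have symbols of integrin α and β subunits, and all 26 passed the filter on low counts. Their log2 fold changes ranged from -0.42 (Itga3) to 0.51 (Itgad), with a median of -0.023, and 14 were lower in Adamts18-/- glands. As a list the integrins did not pass (adjusted p = 0.747, camera). Without the mouse as a block, 0 integrin genes had an unadjusted p under 0.05, and with scaling by library size alone, or without mouse 2, 5 had one, the largest moves among the alternatives.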

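Over all genes tested no integrin gene (0 of 26) had an adjusted p under 0.05, the smallest being 0.987, and adjusted over the list alone the smallest was 0.0697 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). By unadjusted p, 2 integrin genes passed 0.05. Itga3 was at 57.0 ± 12.1 CPM in WT glands and 42.5 ± 7.59 CPM in Adamts18-/- glands (SD, n = 3 each). Its log2 fold change was -0.42 (standard error 0.072, unadjusted p = 0.00268 from edgeR's quasi-likelihood test), with lower values in all 3 mice. Itgb7 was at 50.8 ± 18.1 and 75.6 ± 45.0 CPM (SD, n = 3 each), with a log2 fold change of 0.47 (standard error 0.14, unadjusted p = 0.0202 from the same test) and higher values in all 3 mice. Without mouse 1 the unadjusted p of Itgb7 was 0.0504, and without the mouse as a block that of Itga3 was 0.0751 and that of Itgb7 0.262. With a separate linear model for each gene it was 0.128 and 0.126 for Itgb7 at pseudocounts of 1 and 0.1. Itgb4 was at 91.9 ± 7.46 and 77.3 ± 20.2 CPM (SD, n = 3 each). Its log2 fold change was -0.28 (standard error 0.11, unadjusted p = 0.0582 from the same test), from -0.38 in mouse 1 and -0.46 in mouse 3 and no difference in mouse 2 (0.0020). The unadjusted p of Itgb4 was 0.0284 with scaling by library size alone, 0.0464 without the filter on low counts and 0.0115 without mouse 2. With DESeq2, the adjusted p of Itga3 was 0.0414, and over the other alternatives that of Itga3 lay between 0.171 (without mouse 3) and 1.00 (DESeq2's Wald test, edgeR's quasi-likelihood test and limma, with Benjamini-Hochberg adjustment). DESeq2's adjusted p had the larger share of false calls in simulated counts. With the libraries scaled to the 24 epithelial genes (chosen after seeing the data), the log2 fold change of Itga3 was -0.040 and that of Itgb4 was 0.097.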

No integrin-related gene was significantly altered by adjusted p-value, but *Itga3*, *Itgb4*, and *Itgb7* were significantly altered by *p*-value. Analysis of their expression levels by qRT-PCR at puberty in mammary glands from *WT* and *Adamts18*^*−/*^^*−*^ mice showed *Itga3* and *Itgb4*, two integrins previously implicated in mammary stem cell function^47,48^ and part of laminin 5 receptors, to be significantly down modulated in the mutants (Fig. 7d).

Together these findings suggest that Adamts18 is required for activation of the Hippo pathway, which in turn induces *Fgfr2* expression, activation of which is critical for stem cell function. 

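A list of 22 Yap/Taz target genes had a median log2 fold change of -0.13 in the RNA-seq libraries, with 16 genes lower in Adamts18-/- glands (adjusted p = 0.0145 over the lists, camera). The list did not pass by fry (adjusted p = 0.595) or by camera with an estimated correlation (adjusted p = 0.720). Camera did not pass the list without mouse 1 (adjusted p = 0.0696), without mouse 3 (adjusted p = 0.310, median -0.0088) or without the mouse as a block (adjusted p = 0.147). Ctgf was the only one of the 22 that passed the paper's thresholds, and the targets Cyr61 and Ankrd1 had positive log2 fold changes of 0.44 (standard error 0.30) and 0.56 (standard error 0.35), within the spread between mice. The paper also names Fgfr2, Gata3 and Cited1 as targets, which are not in this list. Each passed the thresholds as decreased, with log2 fold changes of -0.64, -0.50 and -1.06. Their adjusted p was 0.987, 0.987 and 0.771 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). None of the 22 (0) had a p under 0.05 adjusted over the list alone, and 4 had an unadjusted p under 0.05. Without mouse 3, Cyr61 had an adjusted p under 0.05 over all genes tested. From its findings together, the paper proposes that Adamts18 is needed to activate the Hippo pathway and that this pathway induces Fgfr2, whose activation it describes as critical for stem cells.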

Consistent with this scenario, the 3 Hippo target genes, *Ctgf, Fgfr2*, and *Gata3*^46,49^ were reduced to 73%, 68% or 78% of *WT* levels, respectively, in additional transplants in the absence of *Adamts18* (Fig. 7e). Double-IF for Yap and the myoepithelial marker α-smooth muscle actin (Sma) showed expected nuclear localization of Yap in *WT* myoepithelial cells (Fig. 7f)^50^. In the contralateral *Adamts18*^*−/*^^*−*^*.EGFP*^*+*^ epithelia the signal intensity of Yap was decreased in myoepithelial cells (Fig. 7f). Quantitative image analysis revealed that the mean nuclear intensity of the Yap staining in the mutant epithelium was 58% of the contralateral *WT.EGFP*^*+*^ transplanted glands (Fig. 7g).

To further support our claim that BM modulation by Adamts18 involves the Yap/Taz signaling pathway, we assessed the expression levels of downstream targets, *Cited-1*, *Ctgf*, *Fgfr2*, *Gata3* in pubertal *WT, Col18a1*^*−/*^^*−*^, *Adamts18*^*−/*^^*−*^, and *DKO* mice. Additionally, we assessed the expression levels of *Itga3* and *Itgb4* altered in *Adamts18*^*−/*^^*−*^ mice. In line with our previous findings (Fig. 7h), we found the Yap/Taz targets to be significantly down modulated in pubertal *Adamts18*^*−/*^^*−*^ and the *DKO*. *Col18a1*^*−/*^^*−*^ glands displayed downmodulation in *Adamts18*, *Cited-1*, and *Ctgf*. This suggests that modulation of the BM composition by Adamts18 leads to activation of Yap/Taz signaling with increased *Fgfr2* expression and signaling which results in stem cell activation.

### ADAMTS18 in the human breast

Our data indicate that Adamts18 translates the hormonal stimuli received by luminal cells into activation of stem cells via changes to the BM in the mouse mammary gland. To assess whether this signaling axis may also operate in the human breast, we generated a polyclonal antibody to ADAMTS18 and validated it on MCF10A overexpressing V5 tagged human ADAMTS18 with or without a short hairpin RNA (shRNA) to knock down overexpressed ADAMTS18 (Supplementary Fig. 4). IHC of reduction mammoplasty sections showed ADAMTS18 expression was not detected in the CK7+ luminal compartment, but in myoepithelial cells identified by p63 immunostaining (Fig. 8a) as observed for the transcripts in the mouse.

**Fig. 8:**
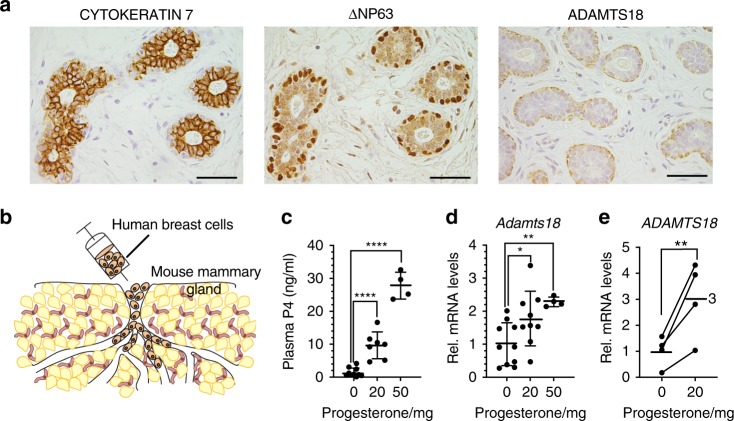
ADAMTS18 expression and distribution in the human breast epithelium. **a** Representative micrographs of normal human breast tissue from 5 different women stained with luminal cell marker CK7, myoepithelial cell marker P63 and anti-ADAMTS18, counterstained with hematoxylin. Scale bar, 100 μm. **b** Experimental scheme: dissociated human breast epithelial cells from reduction mammoplasties were injected via the teat into the milk duct system of NSG female mice and establish themselves there. **c** LC/MS measured serum progesterone levels in mice 60 days after implantation with pellets containing vehicle, 20 or 50 mg progesterone. Data represent mean ± SD from *n* = 10 (vehicle), *n* = 7 (20 mg), and *n* = 4 (50 mg); one-way ANOVA. **d** Dot plot showing *Adamts18* transcript levels as measured by semi qRT-PCR normalized to the geometric mean of *Hprt* and *Gapdh* in mammary glands from mice that were subcutaneously engrafted with pellets containing either vehicle (0) or 20 or 50 mg progesterone for 60 days. Data represent mean ± SD from *n* = 10 (vehicle), *n* = 7 (20 mg), and *n* = 4 (50 mg); one-way ANOVA. **e** Dot plot showing relative *ADAMTS18* transcript levels normalized to *GAPDH* in glands xenografted with human breast epithelial cells from 4 mammoplasty specimens. Recipient mice were either implanted with vehicle- or 20 mg progesterone-containing pellets. Paired *t*-test, two-tailed. *p < 0.05; **p < 0.01; ***p < 0.001; ****p < 0.0001.

To test whether expression of *ADAMTS18* transcripts in human breast epithelial cells is similarly controlled by PR signaling, we humanized mouse mammary glands^51^. Human breast epithelial cells isolated from 4 different reduction mammoplasty specimens were infected with lentiviruses expressing luciferase-GFP and injected into the milk ducts of immune-compromised *NOD scid gamma* females^51^ (Fig. 8b). Once photon flux reached 10^7^ per gland, the mice received subcutaneous pellets containing either vehicle, 20, or 50 mg progesterone (Fig. 8c, d). The hormone-containing pellets resulted in 7.2- and 19.7-fold increased plasma progesterone levels, respectively (Fig. 8c); *Adamts18* transcript levels were 1.8- and 2.3-fold higher than in noninjected mammary glands from the progesterone-treated mice, respectively, indicating that prolonged progesterone exposure results in increased *Adamts18* transcript levels in the mouse mammary glands (Fig. 8d). Next, we dissociated the xenografted glands to single cells and enriched for the human cells by depleting mouse cells with immunomagnetic beads. The xenografted cells from 4 different patients exposed to progesterone showed increased expression of *ADAMTS18* compared to control cells with an average 3-fold increase (Fig. 8e). Thus, the progesterone/ADAMTS18 axis is conserved between mice and humans.

## Discussion

Here, we have addressed the longstanding puzzle of how epithelial ER and PR signaling connect to ECM changes that accompany both normal breast development and breast carcinogenesis. We show that the gene encoding Adamts18 is expressed in the myoepithelium downstream of Wnt4 secretion induced by ER/PR signaling luminal sensor cells (Fig. 9). The myoepithelial cells respond by canonical Wnt signaling activation and link luminal hormone receptor signaling to stromal changes with functional consequences. Our finding that altered BM composition affects MaSCs shows that the BM is a central part of the stem cell niche and a critical determinant of stem cell function.

**Fig. 9:**
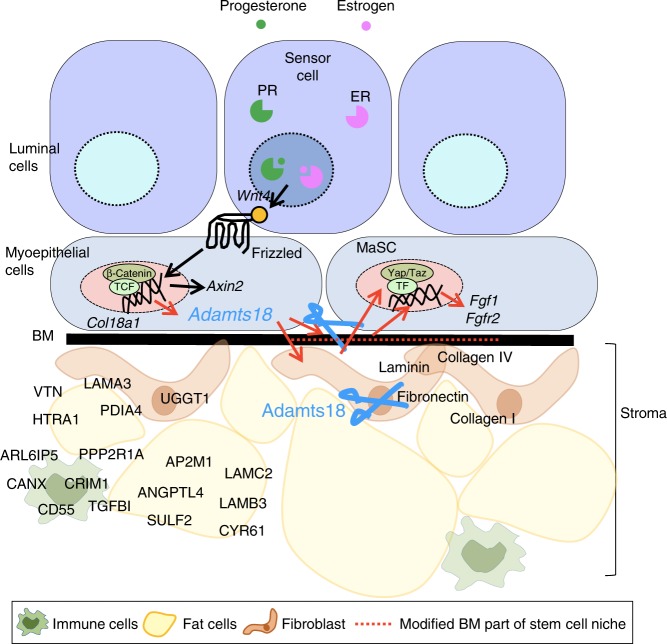
Working model of Adamts18 as a modulator of mammary gland development. A schematic representation of the mammary acinar wall shows the spatial relationship between luminal cells, myoepithelial cells, BM and the surrounding interstitial ECM. Estrogen and progesterone induce Adamts18 production in myoepithelial cells via Wnt4-stimulated canonical Wnt signaling. Adamts18 remodels the BM and/or interstitial ECM, as part of the stem cell niche to ensure optimal stem cell regenerative capacity. Loss of *Adamts18* alters the stem cell niche and decreases mammary epithelial regenerative potential as its essential ECM modulatory function is abrogated.

The precise nature of the BM and interstitial ECM changes that alter signaling remain to be determined. Numerous factors, such as tissue stiffness and growth factor availability, directly or indirectly controlled by Adamts18 may be critical. The observed changes in the abundance of collagen I, collagen IV, laminin, fibronectin, and glycoproteins, like collagen XVIII, may be secondary to the reduced fibronectin clearance but Adamts18 may also be directly involved in their processing; other family members have glycoprotein substrates^14^.

Increased laminin expression was also observed in *Adamts18*^*−/*^^*−*^ adipose tissue^52^ and embryonic brains^53^ with effects on early adipocyte differentiation and spine and synapse formation. A detailed analysis of kidney and lung development in *WT* and *Adamts18*^*−/*^^*−*^ mice revealed that expression of the enzyme by branching tips is important for branching and organ size^18^.

We identified enhanced Yap/Taz nuclear localization and increased Fgfr2 signaling as potential mechanisms underlying stem cell activation downstream of Adamts18 activity (Fig. 9). Whether Yap/Taz activation is central to increased Fgfr2 signaling and/or whether biochemical changes in the BM result in increased ligand availability was not addressed in our study. Yap/Taz signaling is typically activated by extracellular cues such as increased stiffness. Our gene expression analysis did not provide direct indications for this; whether the increased expression of muscle-related genes may also impinge on Yap/Taz or whether another stiffness independent mechanism^54^ is important, remains to be explored. 

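A list of 32 skeletal muscle genes had a median log2 fold change of 2.75 in the RNA-seq libraries (adjusted p = 2.11e-09 over the lists by camera, and 0.723 by fry). The mice differed: the median log2 difference between Adamts18-/- and WT gland was 4.58 in mouse 1 and 3.43 in mouse 2 but -0.50 in mouse 3, where 28 of the 32 genes were lower in the Adamts18-/- gland. Without mouse 1 the median of the list was 1.47, and without mouse 3 it was 4.01. These genes took 0.0528%, 0.147% and 0.475% of the counts in the WT glands of mice 1, 2 and 3, and 1.69%, 1.70% and 0.325% in the Adamts18-/- glands. The most abundant of them, Myh4, had a log2 fold change of 3.30 with a standard error of 1.57. Actn2, Csrp3 and Cacng1 passed the paper's thresholds, with log2 fold changes of 1.56, 2.76 and 2.60. Actn2 and Csrp3 are labelled in Fig. 7a. Actn2 was higher in all 3 mice, whereas Cacng1 was not higher in mouse 3 (-0.040) and Csrp3 had 0 counts in the WT and 1 count in the Adamts18-/- gland of mouse 3, too few to give a direction. Adjusted over the list alone, 2 of the 32 genes had a p under 0.05, and over all genes tested none did (0; 3 at an unadjusted p under 0.05), but 25 did without mouse 3, 2 (Actn2 and Cacng1) with DESeq2, whose adjusted p gave more false calls than edgeR's in simulated counts, and 25 with scaling to the 24 epithelial genes, which was chosen after seeing the data.

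**Figure D2:**
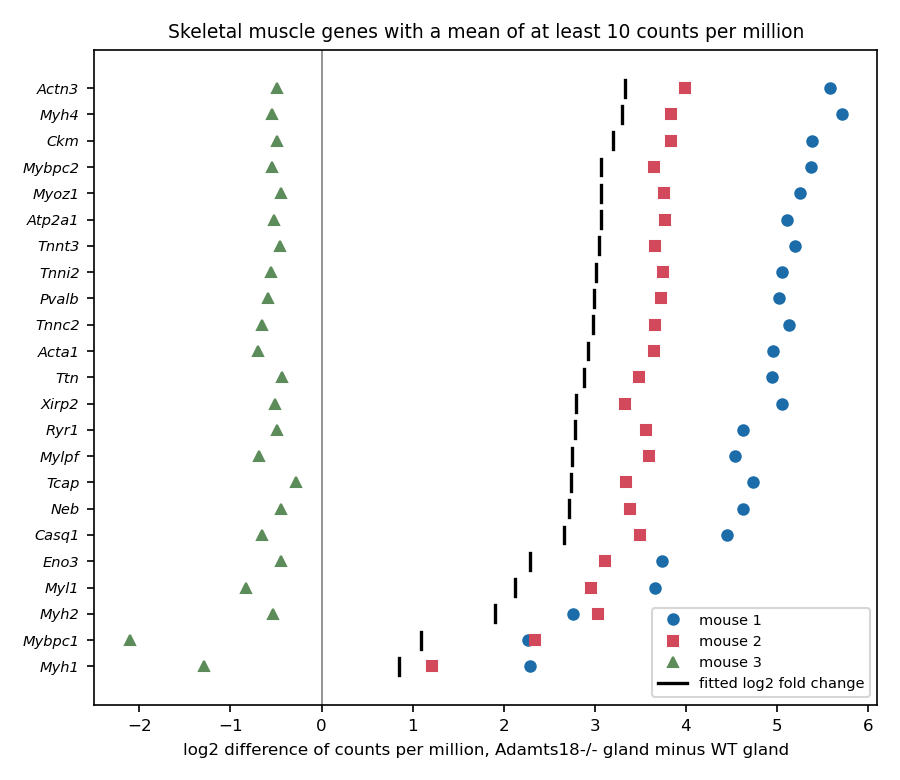
Log2 difference between the Adamts18-/- and the WT gland of each mouse (x axis) for the 23 skeletal muscle genes with a mean of at least 10 CPM (y axis). Circles, squares and triangles stand for mice 1, 2 and 3, and each black line for the fitted log2 fold change. The points of mice 1 and 2 lie above 1 and those of mouse 3 below 0.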

We speculate that Adamts18-induced modifications of the ECM affect integrin-mediated, F-actin dependent cell-ECM adhesion and contraction, which promote cellular mechanical tension and Yap/Taz activation^55^. As such, the progesterone/Wnt4/Adamts18 axis provides an entry point for further studies of epithelial-BM interactions.

The regulatory axis we identified genetically in the mouse mammary gland likely operates in the human breast with implication for breast cancer prevention and treatment. Exposure to progesterone as it occurs recurrently during menstrual cycles has been shown to induce *WNT4* expression^56,57^ and can increase *ADAMTS18* expression, as we show here. The resulting BM/ECM remodeling may contribute to the increased breast cancer risk associated with recurrent menstrual cycles. Furthermore, the increased risk of postmenopausal women exposed to combined hormone replacement therapy with ethinyl estradiol and progestins may, at least in part, be attributable to increased stem cell divisions and stromal alterations^58,59^ elicited by ADAMTS18.

Premenopausal patients with in situ carcinoma or early stage invasive disease, as well as women with high risk for breast cancer, may benefit from a preventive treatment that interferes with PR signaling or its downstream effectors. Blocking progesterone action, while possibly protective for the breast, will have many side effects as its actions are complex and affect many organs. Similarly, targeting downstream *Wnt* signaling has potential side effects because this signaling pathway is physiologically important for stem cells in many tissues. Based on the mouse model, ADAMTS18 is important for development of specific organs but it does not appear to have an essential function in adult mice^31^. Furthermore, in its extracellular location ADAMTS18 makes it an excellent target for antibody-mediated therapy. As such, targeting ADAMTS18 appears as a feasible strategy for primary and secondary prevention unlikely to elicit major side effects.

## Methods

### Mice

All mice were maintained and handled according to Swiss guidelines for animal safety and experiments were performed in accordance with protocols approved by the Service de la Consommation et des Affaires Vétérinaires of Canton de Vaud, Switzerland, with a 12-h-light-12-h-dark cycle, controlled temperature and food and water ad libitum. 129SV/C57BL6, mT/mG^60^, and *NOD.Cg-Prkdcscid Il2rgtm1Wjl/SzJ* (*NSG*) mice were purchased from Jackson Laboratories and C57BL/6JOlaHsd mice from Harlan Laboratories. *Adamts18*^*−/*^^*−*^^31^, *Col18a1*^+/*−*61^, MMTV::Cre (lineA)^62^, *Wnt4*^+/*−*63^, *Wnt4*^fl/fl^ ^64^, and *Tg(Act-EGFP)*^32^ mice were maintained in C57BL/6JOlaHsd background.

### Patient sample processing

The cantonal ethics committee approved the study (183/10). Breast tissue was obtained from women undergoing reduction mammoplasties with no previous history of breast cancer. All human subjects provided informed consent for use of tissue samples in research. Samples were examined by the pathologist to be free of malignancy.

### Histology

Inguinal mammary glands were fixed in 4% PFA in phosphate-buffered saline (PBS, pH 7.2) overnight at 4 °C, embedded in paraffin and cut into 4 μm sections. Hematoxylin and eosin or sirius red staining were performed according to standard protocols. For immunostaining, sections were de-waxed, rehydrated and subjected to antigen retrieval with 10 mM citrate buffer, pH 6.0 for 20 min at 95 °C. Sections were counterstained with Mayer’s hematoxylin. For fluorescence microscopy, nuclei were counterstained with DAPI (Sigma). IF images were acquired on Leica DM 4000 B LED with Leica DFC 7000T camera and on Zeiss LSM700 confocal microscope for colocalizations. Primary antibodies A rabbit anti-ADAMTS18 antibody was raised against the peptide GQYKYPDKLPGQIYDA corresponding to ADAMTS18 sequence 502-516 aa (Eurogentec) an epitope that is conserved between human and mouse proteins, absent from other proteins and selected for high antigenic potential. The percentage of ER+ and PR+ cells were quantified using ImageJ, the percentage of SMA+ cells with QuPath software. Antibody list can be found in Supplementary Table 4.

### RNA in situ Hybridization

*Adamts18* ISH was performed using RNAScope (Advanced Cell Diagnostics, Newark, CA) following the manufacturer’s protocol. Briefly, 4 µm sections were deparaffinized and hybridized to a mouse *Adamts18* probe set (452251; Advanced Cell Diagnostics) using a HybEZ oven (Advanced Cell Diagnostics) and the RNAScope 2.5 HD Detection Reagent Kit (322360; Advanced Cell Diagnostics) and stained with anti-SMA after the RNAScope procedure.

### Transplantation

Fat pads were transplanted onto the abdominal muscle wall of adult *WT* females^29^. Single cell suspensions of mammary epithelial cells in 20% matrigel were injected and 1 mm^3^ of epithelial fragments were transplanted to cleared fat pads. Intraductal injection of human breast epithelial cells was performed via cleaved teat.

### Mammary gland wholemounts

Mammary gland whole-mounts were performed as described^65^, and stereomicrographs were acquired with a LEICA MZ FLIII stereomicroscope and Leica MC170 HD. Fluorescence stereomicrographs were acquired on a LEICA M205FA with a Leica DFC 340FX camera. Fat pad filling and branching points were determined using ImageJ software.

### Single cell preparation

Reduction mammoplasty microstructures were incubated with 1% collagenase A (Roche, final concentration of 1.0 mg/ml) in (DMEM)/F12 Dulbecco’s modified Eagle’s medium containing 1% penicillin/streptomycin (cat. 15070-063; Thermo Fisher Scientific) and 1% fungizone (cat. 15290-018; Thermo Fisher), overnight at 37 °C. Cells were dissociated to single cells with 0.25% trypsin-EDTA (Gibco, 15400), resuspended with red cell blood lysis buffer, and passed through 40 μm cell strainer. To isolate human cells from humanized mammary glands, single cells were incubated with mouse cell depletion cocktail (Miltenyi Biotec, 130-104-694) and passed through LS columns (130-042-401) on MACS separator according to manufacturer’s protocol (Miltenyi Biotec).

### Hormone measurements

Progesterone hormone levels in the plasma were measured using LC-MS (Q-Exactive, ThermoFisher Scientific)^66^.

### Fluorescence activated cell sorting

Single cell suspensions of mammary glands from 15- to 25-week-old virgin females were processed as described^34^ and sorted on a FACSAria (Becton Dickinson).

### Hormone treatments

Low consistency silicon elastomer (MED-4011) two parts (part A, MP3745/E81949 and part B, MP3744/E81950) were mixed with hormone powder, incubated at 37 °C overnight as described^67^, and implanted subcutaneously. Three-week-old mice were ovariectomized and injected subcutaneously 10 days later with 17-β-estradiol 5 ng/g of body weight (Sigma–Aldrich, St. Louis, MO) using 5 mg/ml in 100% ethanol stock or vehicle. Mammary glands were harvested 18 h after injection.

### RT-PCR

Mammary glands were homogenized with TRIzol reagent (Invitrogen), total RNA was isolated with miRNeasy Mini Kit (Qiagen), cDNA was synthesized with random p(dN)_6_ primers (Roche) and MMLV reverse transcriptase (Invitrogen). Real-time PCR analysis in triplicates was performed with SYBR Green FastMix (Quanta) reaction mix. Primers used for RT-PCR, see Supplementary Table 5.

### Protein extraction and western blot

Total proteins from the 3rd mammary glands of 5- and 14-week-old *WT* and *Adamts18*^*−/*^^*−*^ littermate mice were extracted in Nonidet P-40 (NP-40) lysis buffer (2% NP-40, 80 mM NaCl, 100 mM Tris–HCl and 0.1% SDS) with a tissue disruptor on ice. 500 µl of buffer was used for 100 mg tissue and debris was removed by centrifugation. Transfected MCF-7 and MCF-10A were lysed with RIPA lysis buffer supplemented with protease inhibitors and protein concentration measured with a BCA kit (Pierce). Equal amounts of protein samples were subjected to SDS–PAGE on an 8% gel and electroblotted to PVDF membranes. Membranes were probed with fibronectin (Abcam ab2413), collagen IV (Abcam ab6586), collagen I (Abcam ab34710), laminin (Abcam ab30320), Lamin B1 (Abcam AB16048), ADAMTS18 (Eurogetech) and β-actin (Sigma mab1501) antibodies. IRDye conjugated secondary antibodies were detected with Odyssey CLx membrane scanner with Li-COR and band intensities quantified by ImageJ.

### AP-MS analysis for ADAMTS18 binding proteins

MCF-10A cells were spin-infected with an *ADAMTS18* lentivirus containing a V5 tag or *LacZ* control virus. Cells were cultured to confluence in 10 cm dishes. Proteins were extracted with RIPA lysis buffer supplemented with protease inhibitors and protein concentration measured with a BCA kit (Pierce). ADAMTS18 was immunoprecipitated from 1 mg of protein using anti-V5 antibody conjugated agarose beads (Sigma A7345). The immune precipitates were subjected to SDS-PAGE, the gel was stained with colloidal Coomasie blue (Biorad), bands were excised and subjected to reduction/alkylation followed by tryptic digestion and LC-MS/MS proteomic analysis. Detected peptides were mapped against the human protein database, label-free protein quantification was performed and affinity lists were constructed in Scaffold 4 Proteomics Software using a minimum of 2 peptides to identify the proteins with a peptide false discovery rate (FDR) of 0.1% and protein FDR of 0.3%.

### Cloning

ΔCT-*Adamts18*-867aa cDNAs were amplified from cDNA library prepared from eyes and fused to FLAG-tag and His_6_-tag at N-terminus by PCR and cloned into *Nhe*I and *Hind*III restriction sites of pcDNA3.1/Hygromycin expression vector (Invitrogen). Plasmids were purified with HighPure midiprep kit (Invitrogen).

### Fibronectin cleavage

500 ng purified 70 K fibronectin (Sigma) were mixed with 50 ng of purified ΔCt-ADAMTS18 in digestion buffer (50 mM Tris-HCl, pH 7.5, 150 mM NaCl, 10 mM CaCl_2_, 5 µM ZnCl_2_), incubated 24 h at 37 °C in presence or absence of EDTA (25 mM) and PI (Pierce), and analyzed by WB with ABC antibody. 24 h after ΔCt-ADAMTS18 transfected 293 T cells were supplemented with 2 µg/ml purified 70 K fibronectin (Sigma) and heparin (100 µg/ml).

Bioinformatic analysis: For details of RNA-seq and microarray analyses see Supplementary Methods.

### Statistics

Prism 6 software (GraphPad) used for statistical analyses and the statistical tests with their reported *p*-values are indicated in each figure.

### Reporting Summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Supplementary Data 1

Description of Additional Supplementary Files

Peer Review File

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The datasets generated and analyzed during the current study have been deposited in the GEO database under the accession code: GSE145717, for microarray data and GSE145680 for RNA sequencing.

# Supplementary material for: The secreted protease Adamts18 links hormone action to activation of the mammary stem cell niche
**Source:** Nat Commun. 2020 Mar 26;11:1571. doi: 10.1038/s41467-020-15357-y
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File name: Supplementary Data 1

Description: ADAMTS18 interactors

How the deposited data were processed for this re-analysis (not part of the article)

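The RNA-seq experiment compared 3 pairs of contralateral inguinal glands (gland number 4), each pair from 1 host mouse, engrafted with WT.EGFP+ epithelium on the left side and Adamts18-/-.EGFP+ epithelium on the right side. The 6 libraries were mapped to genotype, mouse and side from the sample labels, which carry all 3, and from the paper's text on contralateral pairs. Because every WT graft was on the left, genotype and side cannot be separated. The labels describe sorted GFP-positive epithelial cells and the paper's text describes profiled glands; the difference between these descriptions is left open.

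The authors deposited whole-number read counts per gene symbol, without normalization, 1 column per gland, from single-end reads. The text of the paper names no aligner, counter or genome build for them and refers to supplementary methods that were not used here. The table lists 34590 symbols, each once, and 0 columns belong to other samples. For positions and for GC content and transcript length, 31463 of the symbols were matched to the GENCODE M21 annotation of GRCm38, and 28384 to an NCBI gene ID. The mouse build used by the authors is not stated, so the coordinates given are those of the annotation.

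Total counts ranged from 54059023 to 71595924 in WT glands and from 53875123 to 63307129 in Adamts18-/- glands. No libraries were near-identical: the chi-square statistic per degree of freedom between any 2 libraries lay between 44.7 and 462. Samples with the same mouse number deviated together, with correlations of 0.512, 0.505 and 0.639 across genes between the contralateral glands of mice 1, 2 and 3, after the group means were removed. The pairing itself comes from the labels and the paper's text.

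Counts were tested in R 4.3.3 with edgeR 4.0.16 (TMM scaling, its filter on low counts, quasi-likelihood test) with the mouse as a block, and p-values were adjusted by the Benjamini-Hochberg method over the 17345 genes kept. Genes were counted at the thresholds of the paper, a fold change under 0.8 or over 1.25 with an unadjusted p under 0.05. CPM values were computed with the TMM factors, and log2 CPM used a prior count of 2. Reactome sets of 10 to 500 genes came from the mouse collection in fgsea 1.28.0. Of its 7111 gene IDs, 96.9% were found in the table. Over-representation was tested with the one-sided Fisher's exact test. Lists of genes were tested with camera and fry from limma 3.58.1: integrins, collagens, laminins, claudins and fibroblast growth factors with their receptors, by symbol, and lists for Hippo-Yap/Taz machinery, Yap/Taz targets, Wnt targets, proliferation, dissociation stress, skeletal muscle, B and plasma cells, T cells, macrophages, erythroid cells, fibroblasts, adipocytes, endothelium, myoepithelium, hormone-sensing luminal cells and secretory luminal cells, 21 lists in all. A list of 24 pan-epithelial genes was added after the first results were seen and before its own values were, and a list of 4 Y-linked genes after its values were seen. The collagens share 5 genes with the fibroblast list and the claudins share 1 gene with the endothelial list and 2 with the pan-epithelial genes. The Yap/Taz machinery and target lists share 2 genes.

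The genes named in the text were chosen by a fixed rule: every gene that the paper's text names for the RNA-seq, the readable labels of Fig. 7a and Fig. 7c, the 5 increased and 5 decreased genes with the smallest unadjusted p that moved the same way in all 3 mice, and members of a list past the paper's thresholds. A gene that this rule selects is not reported here; it stayed in the fits, sets and lists. Yap1, Wwtr1, Cyr61, Ankrd1, Myh4, Itgad, Xist and the Y-linked genes were named after their values were seen, as were the members of Reactome sets and the most abundant genes of a list.

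On 17149 genes simulated from the real means and library sizes with 200 genes changed, the edgeR fit recovered 97.0% of the changed genes at the paper's thresholds and called 4.15% of the unchanged ones. The changed genes were drawn from those with higher counts and given changes of 1 size, with an edgeR median of 0.996 for the increased ones. The real decreased genes had a median of -0.54, so the shares recovered do not carry over to changes of that size. By adjusted p under 0.05 it made 150 calls, 131 of them changed genes, limma-voom made 162 calls, 138 of them changed genes, and DESeq2 made 231 calls, 165 of them changed genes. The share of unchanged genes among the calls was thus above the nominal level for each of these tests and highest for DESeq2. The separate linear models and the edgeR fit without the block made 0 calls by adjusted p, and at the paper's thresholds they recovered 71.5% and 81.5% of the changed genes.

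The rule for named genes, the first 21 lists and these alternatives were set before the data were examined: a fit without the block, DESeq2 1.42.0, limma-voom, separate linear models on log2(CPM + 1) or log2(CPM + 0.1), RLE, upper quartile and library size scaling, no filter or at least 10 counts in every sample, each mouse left out in turn, a correction for GC content and transcript length, an absolute log2 fold change over 0.5 and no threshold on the fold change. For the sets and lists, they were also another background, camera for the sets, and fry or an estimated correlation for the lists. For the shares of variance, they were the 500 genes with the highest variance and a prior count of 0.5. Scaling to the pan-epithelial genes was added after seeing the data. GO terms and the protein interaction network were not analysed here.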

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

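The tests on the sex-linked transcripts were chosen after the counts were seen. The paper does not discuss Y-linked genes. Summed over Ddx3y, Eif2s3y, Kdm5d and Uty, the WT library of mouse 2 held 1271 counts and the Adamts18-/- library of mouse 2 held 1140, whereas the other 4 libraries held at most 6. Xist, which is transcribed from the inactive X chromosome, was at 477 and 302 CPM in the WT and Adamts18-/- libraries of mouse 2, against 884 to 1282 CPM in the libraries of mice 1 and 3. A mixture of male and female tissue in both glands of mouse 2 is a candidate explanation, since both kinds of transcript were present. If the grafted epithelium were the male part, the Y-linked counts would fall with the pan-epithelial genes, whose median log2 difference in mouse 2 was -0.75; they changed by -0.14. If the grafted epithelium were the female part, Xist would fall with them; it changed by -0.66. Xist also differed between the glands of mouse 1, which held 0 Y-linked counts, at 884 CPM in the WT and 1177 CPM in the Adamts18-/- library, so a single mouse cannot settle it, and male donor epithelium and a male host cannot be told apart from these 2 libraries. The paper describes female donors and female hosts for its grafts to cleared inguinal glands, and either explanation would go against that description if it holds for this mouse. Exchange of material between libraries would have had to reach both libraries of this mouse and was not tested. Both libraries of the pair carry the signal, so the block on the mouse removes the part that they share, and no other biological explanation was tested.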

How the results depend on the processing

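The alternative that scales to the pan-epithelial genes was chosen after seeing the data. It raised the median log2 fold change of all tested genes by 0.38, so a value near 0.38 under it stands for no change relative to the other genes.

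The number of decreased genes, 319, was 125 without the replicate block, 93 with separate linear models on log2(CPM + 1), 149 with a pseudocount of 0.1 in these models, 189 at an absolute log2 fold change over 0.5, and 27 with scaling to the pan-epithelial genes. Across the 3 fits that each left out one mouse it ranged from 214 to 481, the latter without mouse 1. The number of increased genes, 203, was 340 with DESeq2, 345 with limma-voom, 37 and 95 with the separate models at pseudocounts of 1 and 0.1, 352 without the filter on low counts and 1070 with scaling to the pan-epithelial genes. Leaving out one mouse gave 182 to 581, the latter without mouse 3, and 319 without mouse 2. The number of genes with an adjusted p under 0.05, 0 (670 at an unadjusted p under 0.05), was 71 with DESeq2 and 258 with scaling to the pan-epithelial genes. In the simulated data 165 of DESeq2's 231 calls by adjusted p were changed genes, against 131 of 150 for edgeR, so some of the 71 can be false calls. Leaving out one mouse gave 0 to 268, the latter without mouse 3. Without the filter, more genes were tested (24591); for the other alternatives the cause was not tested. Of the 319 decreased genes, 111 were also called without the block, 314 with limma-voom, 241 with DESeq2, and 215, 96 and 174 without mouse 1, 2 and 3. With RLE, upper quartile or library size scaling the number of decreased genes lay between 322 and 364. Decreased genes were 61.1% of the calls, 46.6% with DESeq2 (297 decreased against 340 increased), 49.9% with limma-voom (343 against 345), 36.4% without the block, 71.5% with separate models on log2(CPM + 1), 72.5%, 40.2% and 33.0% without mouse 1, 2 and 3, and 2.46% with scaling to the pan-epithelial genes.

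The number of integrin genes with an unadjusted p under 0.05, 2, was 0 without the replicate block, 1 with separate models on log2(CPM + 0.1) and 5 with library size alone. It ranged from 2 to 5 with one mouse left out, and the 5 came without mouse 2. The cause was not tested.

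The log2 fold change of Adamts18, -0.83, no longer passed 0.05 by unadjusted test without the replicate block (-0.90), with separate models (-0.69 and -0.81 at pseudocounts of 1 and 0.1) or with scaling to the pan-epithelial genes (-0.45). It ranged from -1.04 to -0.72 with one mouse left out and did not pass without mouse 2 (-0.72). Ctgf, at -0.46, no longer passed 0.05 by unadjusted test without the block (-0.43) or with scaling to the pan-epithelial genes (-0.082), and ranged from -0.52 to -0.37 with one mouse left out. Fgfr2, at -0.64, passed 0.05 by unadjusted test under the other 14 alternatives (from -0.78 to -0.57, the range with one mouse left out), but not with scaling to the pan-epithelial genes (-0.27). The cause was not tested.

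With scaling to the pan-epithelial genes, the log2 fold changes of Itgb4, Cldn4, Mmp15 and Col9a3 changed sign, to 0.097, 0.042, 0.047 and 0.035. Col18a1, at -5.49e-04, changed sign without the block (0.046), with the separate models (4.05e-04 and 8.92e-05), with at least 10 counts in every sample (4.73e-04), with the correction for GC content and length (0.10) and with scaling to the pan-epithelial genes (0.37). With one mouse left out it ranged from -0.23 (without mouse 2) to 0.13 (without mouse 1). Of the 37 named genes with an unadjusted p under 0.05, 22 lost it without the block, 20 and 19 with the separate models, 4, 13 and 7 without mouse 1, 2 and 3, and 6 with the correction for GC content and length; none did with DESeq2, limma-voom, RLE, upper quartile or library size scaling, or no filter. Named genes other than Adamts18, Fgfr2 and Ctgf changed 86 times to weaker and 6 times to stronger under settings that kept all mice, and 23 times to weaker and 2 times to stronger with one mouse left out. Reactome sets examined by name changed 13 times to weaker and 4 times to stronger under settings that kept all mice, and 16 times to weaker and 3 times to stronger with one mouse left out. Lists changed 27 times to weaker under settings that kept all mice, and 12 times to weaker and 7 times to stronger with one mouse left out.

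The number of Reactome sets among the decreased genes, 11, was 0 without the replicate block (125 decreased genes) and ranged from 5 to 12 with one mouse left out, with 5 and 6 sets without mouse 2 and mouse 3. Among all changed genes the number, 6, was 18 with DESeq2 and 47 with camera, and ranged from 11 to 15 with one mouse left out (11, 15 and 11 without mouse 1, 2 and 3). The number of gene lists with an adjusted p under 0.05, 11, was 0 with fry, 0 with an estimated correlation (2 lists had an unadjusted p under 0.05 by fry) and 6 without the replicate block, and ranged from 7 to 14 with one mouse left out, with 7 without mouse 1. The cause was not tested.

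With one mouse left out, the medians of these lists changed sign: collagens (-0.16 to 0.031), fibroblast growth factors and receptors (-0.21 to 0.11), laminins (-0.31 to 0.015), macrophages (-0.14 to 0.13), Yap/Taz machinery (-0.097 to 0.038), B and plasma cells (-0.36 to 0.37), T cells (-0.39 to 0.65), erythroid cells (-0.23 to 0.25), fibroblasts (-0.063 to 0.18) and Wnt targets (-0.23 to 0.11). Without the block the erythroid median was -0.020. The sign changed without mouse 3 for the first 7 of these lists, without mouse 1 for the erythroid cells and without mouse 2 for the fibroblasts and Wnt targets.

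The share of variance taken by the mouse, 67.1%, ranged from 36.0% to 68.6% and that taken by the genotype, 13.2%, from 13.5% to 48.6% with one mouse left out. The values of 36.0% and 48.6% came without mouse 3. The depth limits genes with few reads: Csrp3 and Il12a, at 0.170 and 0.207 CPM in WT glands, had log2 fold changes from 0.76 to 3.50 and from 0.98 to 3.14 over the alternatives other than that scaling.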

Differences from the paper's values

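The paper counts 313 decreased and 273 increased genes and names 3 integrin genes by p-value; the values found here were 319, 203 and 2, and none is more than 1.5 times apart from the paper's value. Without the filter on low counts the 3 integrin genes of the paper, and no others, passed 0.05; without mouse 3 and with the correction for GC content and length 3 integrin genes passed, not all of them those of the paper. The paper extracted 27 integrin genes, and 26 symbols of α and β subunits were found in the table.

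The paper lists Itgb4 among the integrins altered by p-value. Its unadjusted p was 0.0582 here. It passed 0.05 with scaling by library size alone (0.0284), without the filter on low counts (0.0464) and without mouse 2 (0.0115), and with none of the other alternatives set before the data were examined, over which its p reached 0.240. The paper finds no integrin altered by adjusted p-value; with DESeq2, whose adjusted p gave more false calls than edgeR's in simulated data, the adjusted p of Itga3 was 0.0414, and under the other alternatives set before the data were examined that of Itga3, Itgb4 and Itgb7 was over 0.05.

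The paper shows samples grouped by genotype after its correction for the mouse. With the mouse means removed, the second component parted the genotypes here (31.9% of the variance), and the first (51.8%) placed mouse 3 in the opposite direction to mice 1 and 2.

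Fig. 7b places the set named for gene expression stimulated by Yap1 and Wwtr1 among the enriched sets. In the collection used here that set had 9 tested genes, of which 1 was decreased (0.158 expected, unadjusted p = 0.148 from the one-sided Fisher's exact test). Ctgf, which was decreased here, was not among the 9, and the reason was not checked. The set may therefore differ from that of the figure. Fig. 7b also shows smooth muscle contraction, whose adjusted p was 0.0548 here with 4 of 24 genes decreased. It passed without mouse 2 (adjusted p = 0.0496) and under none of the other alternatives set before the data were examined (0.0572 to 1.00, Fisher's exact test with Benjamini-Hochberg adjustment). The set named for Yap1 and Wwtr1 was not tested under the alternatives. Fig. 7c includes Cldn4, whose unadjusted p was 0.0539 here; it passed 0.05 with DESeq2, with library size alone, without the filter on low counts and without mouse 1 (lowest p 0.0220), and under none of the other alternatives set before the data were examined. The pathway for Fgfr signaling, which the paper finds among its GO terms, held 6 changed genes of 133 in Reactome (3.84 expected, unadjusted p = 0.185 from the same exact test).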

Other observations

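The tests on muscle, epithelial share, lymphocytes, heat shock genes and cells other than the graft were chosen after the results were seen; those on GC content, library scaling and other splits of the glands were set before.

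Each result was compared with other ways of splitting the 6 glands into 3 and 3. Of the 10 splits, 4 part the glands of every mouse, the real one included, so the smallest share they allow is 25% and the comparison cannot exclude a grouping by accident. Among these 4, a split and its mirror swap decreased and increased genes, so the larger count of each other split was used. As many as the 319 decreased genes were reached by 2 of the 4 splits, and as many as the 203 increased genes by 4 of 4; the other 3 splits gave 251 to 480 genes. All 4 splits had as many genes with an adjusted p under 0.05 as the real one, 0 (670 at an unadjusted p under 0.05 in the real split). For integrin genes with an unadjusted p under 0.05 it was 2 of the 4 splits, for Reactome sets among the decreased genes 2 of 4 (the others gave 1 to 32), for Reactome sets among all changed genes 3 of 4, for the gene lists 1 of 4 (the others gave 5 to 9, against 11) and for the share of variance by genotype 2 of 4. The other 6 splits part 1 pair only and rest on the difference in a single mouse, so they are not comparable; their counts of decreased genes ran from 49 to 1525.

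In the real data 3.01% of the tested genes passed the paper's thresholds, against 4.15% of the unchanged genes in the simulated data. There the same fit recovered 97.0% of the 200 changed genes, whose changes were larger in size than the median of the real decreased genes. The decrease of 319 genes was weighed against technical explanations. After removal of each library's trend with GC content and transcript length, 253 genes decreased, a count within 1.5 times of the original, which argues against GC content or gene length as the whole cause. Of RLE, upper quartile and library size scaling, library size alone moved the count most, to 364. Like TMM, each of these scalings corrects for library size, so they do not test it. The Adamts18-/- library was the shallower one in mouse 1 (53875123 against 71595924 counts). It was the deeper one in mouse 2 (63307129 against 60621965) and mouse 3 (58718351 against 54059023). An effect of depth would change direction between these mice, and 316 of the 319 genes were lower in all 3. The paired test, however, selects genes that move the same way in each mouse. The shared direction of these genes therefore cannot test an effect of depth, which stays open. Skeletal muscle transcripts, at 1.70% of counts at most, would change every other gene by -0.025 on the log2 scale, far from the median of -0.54.

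Markers of epithelial cell types were lower in the Adamts18-/- glands: the median log2 fold change was -0.45 for 9 myoepithelial genes (8 decreased, among them Acta2, at a mean of 405 CPM, and Myh11), -0.32 for 8 hormone-sensing luminal genes (among them Cited1, Foxa1, Prlr and Wnt4) and -0.50 for 9 secretory luminal genes. Camera gave adjusted p-values of 5.26e-10, 9.08e-04 and 9.29e-04 over the lists (0.146 for the secretory list without mouse 3, where its median was -0.25, against -0.82 without mouse 1), and fry gave 0.271, 0.189 and 0.723. The most abundant hormone-sensing and secretory genes, Prlr and Kit, averaged 312 and 167 CPM. The 24 pan-epithelial genes, whose most abundant members Krt19, Krt18 and Krt8 averaged 365, 303 and 287 CPM, were all lower, with a median of -0.38; 2 of them are claudins. A lower share of epithelial RNA in these glands is a candidate explanation, and the paper reports fewer EGFP+ cells by flow cytometry in other mutant grafts. In mouse 1, however, the median of the pan-epithelial genes was 0.070 while those of mice 2 and 3 were -0.75 and -0.48, and the myoepithelial list fell by 0.28 in mouse 1. In that mouse Krt5 and Krt14 of the list were higher (0.14 and 0.019), and its other genes ranged from -0.12 (Trp63) to -0.51 (Myh11). Acta2, Myh11 and Mylk also belong to the Reactome set for smooth muscle contraction. The list therefore does not settle whether myoepithelial RNA fell in mouse 1. With scaling to the pan-epithelial genes 27 genes decreased, but this scaling raised all genes by 0.38, so the decrease in cell share and a lower expression per cell cannot be told apart for these genes. The mutation itself stays open, and so does the body side.

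The labels describe sorted GFP-positive cells. The 8 adipocyte genes, led by Car3, Cfd and Fabp4 at means of 7663, 5943 and 4099 CPM, took between 1.08% and 2.60% of the counts, while the 24 pan-epithelial genes took 0.132% to 0.273%. Over the 6 libraries the ratio of the counts of the 2 lists was at least 5.03 and at most 19.8. The fibroblast genes, led by Col3a1 at 3603 CPM, took 3.98 to 9.52 times the counts of the pan-epithelial genes. The lists share no gene with the pan-epithelial list. In all 6 libraries these values argue against RNA from grafted epithelial cells alone, so RNA of other cells was probably a large part of each library. Whether whole glands were profiled or the sorting was incomplete was not tested.

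Skeletal muscle transcripts were higher in the Adamts18-/- glands of mice 1 and 2. The 23 muscle genes with a mean of at least 10 CPM, led by Myh4, Atp2a1 and Acta1 at 2016, 889 and 873 CPM, were each higher by over 1 on the log2 scale in both mice, 100% of them, with medians of 4.96 and 3.59 and SDs across genes of 0.986 and 0.598. Muscle tissue in some of the glands is a candidate explanation, as all abundant muscle genes rose together. An effect of the mutation shared by all mice would raise the list in mouse 3 as well, where the median was -0.50. Since the WT gland of mouse 3 carried more muscle counts than the other WT glands, muscle in that gland could hide such an effect, and 1 pair cannot exclude it. Of this list, 2 genes, Actn2 and Csrp3, are among the labels of Fig. 7a.

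Itgb7 was higher in the Adamts18-/- gland by 0.37, 0.21 and 0.83 in mice 1, 2 and 3. More lymphocyte RNA is a candidate explanation for a leukocyte integrin. Over mice 1 and 2 the median of the 8 T cell genes was -0.39, and that of the 11 B and plasma cell genes -0.36, which argues against this explanation in those mice; in mouse 3 the T cell genes rose by a median of 1.43, so it stays open there. The most abundant T cell genes, Lck and Cd4, averaged 33.6 and 27.1 CPM, and the most abundant B and plasma cell gene, Igkc, 2291 CPM.

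Immediate early genes of the dissociation stress list were higher in the Adamts18-/- glands, with a median of 0.47 over 11 genes (0.60 in mouse 1, 0.74 in mouse 2, -0.046 in mouse 3), and 5 of them, Fos, Egr1, Zfp36, Junb and Ier2, passed the paper's thresholds. A stress response to tissue handling may raise such genes. The heat shock genes Hspa1a and Hspa1b, near-identical copies that can share reads, changed by a mean of -0.50 and both passed the thresholds as decreased, which argues against a handling response that includes them. A handling difference without heat shock genes was not tested. The list as a whole had a median of 0.39 over 13 genes (adjusted p = 0.00122 by camera, 0.723 by fry), and camera did not pass it without mouse 1 (0.0696) or mouse 2 (0.138). The most abundant genes of the list, Egr1, Fos and Zfp36, averaged 249, 231 and 206 CPM.

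The remaining lists had these medians. Proliferation genes, with Mki67 at 44.9 CPM the most abundant, had 0.57 (adjusted p = 5.90e-04 by camera, 0.723 by fry), but mouse 2 had -0.40 against 1.18 and 0.81 in mice 1 and 3. Camera did not pass them without mouse 1 (median 0.20, adjusted p = 0.107) or without mouse 3 (median 0.37, adjusted p = 0.130), and without mouse 2 the median was 0.98. Endothelial and adipocyte genes had -0.15 each (adjusted p = 0.00316 and 0.0287 by camera, 0.546 and 0.723 by fry), and neither list passed by camera without mouse 1 (0.0975 and 0.254) or mouse 3 (0.113 and 0.703). The most abundant endothelial, macrophage and erythroid genes, Pecam1, Lyz2 and Hba-a1, averaged 199, 1036 and 89.8 CPM. Fibroblast genes had 0.13, macrophage genes -0.020, erythroid genes 0.053, Wnt targets -0.075, T cells 0.26 and B and plasma cells 0.054 (adjusted p = 0.194, 0.747, 0.747, 0.415, 0.279 and 0.874 by camera), none of which passed. With one mouse left out, camera passed the T cells without mouse 2 (median 0.65, adjusted p = 0.0122) and without mouse 3 (median -0.39, adjusted p = 8.31e-05), the B and plasma cells without mouse 3 (median -0.36, adjusted p = 1.62e-06), the fibroblasts without mouse 3 (median 0.14, adjusted p = 0.0285) and the Wnt targets, of which Apcdd1 was the most abundant at 102 CPM, without mouse 3 (median -0.23, adjusted p = 0.0383). Endothelial and adipocyte medians were -0.23 and -0.28 without mouse 2.

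In samples other than those of its RT-PCR, the genes that the paper measures elsewhere had these values here. Gata3 had a log2 fold change of -0.50 (standard error 0.18, unadjusted p = 0.0384) with -0.068, -0.94 and -0.51 in mice 1, 2 and 3, and did not pass 0.05 without mouse 2 (-0.29) or mouse 3 (-0.49). Without the block its unadjusted p was 0.137, with the separate models 0.181 and 0.182, and with scaling to the pan-epithelial genes 0.727. Col18a1 had -5.49e-04 (standard error 0.16), and Fn1 had 0.24 (standard error 0.13), higher in all 3 mice.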
